# Transcriptional profiling of eosinophil subsets in interleukin‐5 transgenic mice

**DOI:** 10.1002/JLB.6MA1117-451R

**Published:** 2018-05-14

**Authors:** Kirsten A. Fairfax, Jessica E. Bolden, Aaron J. Robinson, Erin C. Lucas, Tracey M. Baldwin, Kerry A. Ramsay, Rebecca Cole, Douglas J. Hilton, Carolyn A. de Graaf

**Keywords:** gene expression, granulocyte, progenitor, Siglec‐F, trajectory

## Abstract

Eosinophils are important in fighting parasitic infections and are implicated in the pathogenesis of asthma and allergy. IL‐5 is a critical regulator of eosinophil development, controlling proliferation, differentiation, and maturation of the lineage. Mice that constitutively express IL‐5 have in excess of 10‐fold more eosinophils in the hematopoietic organs than their wild type (WT) counterparts. We have identified that much of this expansion is in a population of Siglec‐F high eosinophils, which are rare in WT mice. In this study, we assessed transcription in myeloid progenitors, eosinophil precursors, and Siglec‐F medium and Siglec‐F high eosinophils from IL‐5 transgenic mice and in doing so have created a useful resource for eosinophil biologists. We have then utilized these populations to construct an eosinophil trajectory based on gene expression and to identify gene sets that are associated with eosinophil lineage progression. Cell cycle genes were significantly associated with the trajectory, and we experimentally demonstrate an increasing trend toward quiescence along the trajectory. Additionally, we found gene expression changes associated with constitutive IL‐5 signaling in eosinophil progenitors, many of which were not observed in eosinophils.

## Abstract 2

Eosinophils in Interleukin‐5 transgenic mice can be subdivided by Siglec‐F expression, and are transcriptionally distinct.

**Abbreviations**
BM: bone marrow
CMP: common myeloid progenitor
DE: differentially expressed
EoH: Siglec‐F High Eosinophils
EoM: Siglec‐F Medium Eosinophils
EoP: eosinophil precursor
EPX: eosinophil peroxidase
GMP: granulocyte‐macrophage progenitor
GO: gene ontology
IL‐5Rα: IL‐5 receptor alpha
IL5T: IL‐5 transgenic
PB: peripheral blood
Spln: spleen
WT: wild‐type

## 1 INTRODUCTION

Eosinophils are granulocytes that play a role in the pathogenesis of asthma, atopic dermatitis, and allergy. Although they have been associated with defense against parasites such as helminths, it is their pathogenic inflammatory role that has significant implications for human health in the developed world.

Eosinophils are produced in the bone marrow (BM) and differentiate from myeloid progenitors in response to IL‐3, GM‐CSF, and more selectively, IL‐5.^1^, ^2^ Although eosinophils are normally a rare population, upon IL‐5 stimulation, which can occur in response to a parasitic infection and inflammatory disease, the BM can produce several orders of magnitude more eosinophils than are seen at steady state. Transgenic mice that constitutively over express IL‐5 (IL5T [IL‐5 transgenic]: IL‐5 is produced by T cells, under control of the CD2 promoter) have a permanent and extreme eosinophilia, where eosinophils make up over half of all leukocytes in the BM.^3^ IL‐5 acts at multiple levels throughout the eosinophil lineage, regulating eosinophil production, activation, migration, and survival.^3^, ^4^, ^5^, ^6^

Murine eosinophils can be identified using flow cytometry by their granularity and their expression of IL‐5 receptor alpha (IL‐5Rα) and the surface lectin Siglec‐F.^7^, ^8^ Siglec‐F possesses an ITIM characteristic of the Siglec family that can mediate inhibitory functions including induction of apoptosis.^9^ In mouse models of allergy in which Siglec‐F ligand has been deleted from bronchial epithelial cells and some immune cells, eosinophil populations are expanded due to reduced apoptosis.^10^ Following stimulation in a lung allergy model, Siglec‐F expression increases on eosinophils in BM, peripheral blood (PB), and spleen (spln), marking them for clearance.^11^ Siglec‐F has a functional analogue in humans—Siglec‐8—rather than a genuine paralogue, which convergent evolution has filling a similar role.^9^

Novel therapies targeting IL‐5 signaling are approved for the treatment of eosinophilic asthma,^12^, ^13^ and anti‐IL‐5 and anti‐Siglec‐8 therapies are currently in development for the treatment of diverse eosinophilic diseases.^14^, ^15^, ^16^

Here, we have studied the gene expression changes associated with IL‐5 up‐regulation. We noted the expansion of 2 eosinophil populations in IL5T mice that were distinguished on the basis of medium and high Siglec‐F expression. We transcriptionally profiled these populations in BM and blood and have made these transcriptional analyses available at haemosphere.org. Transcriptional profiling and in silico approaches were used to reconstruct the eosinophil lineage (from common myeloid progenitors (CMP) through to mature eosinophils), and show that the Siglec‐F^hi^ eosinophil population from the PB, which is rare in wild type (WT) mice, falls at the end of this linear trajectory. We identified gene sets that were associated with eosinophil lineage progression and increased Siglec‐F expression, which include eosinophil specific transcription factors and cell cycle regulators. Furthermore, eosinophils along this trajectory were shown to have demonstrably different cell cycle profiles and to trend toward quiescence. Finally, we explored the transcriptional consequence of constitutive IL‐5 signaling on the lineage, noting gene expression changes that were specific to eosinophil precursors (EoPs).

## 2 MATERIALS AND METHODS

### 2.1 Transgenic mice

All procedures involving animals were approved by The Walter and Eliza Hall Institute of Medical Research Animal Ethics Committee. IL5T mice were originally described in Ref. 3, where IL‐5 is constitutively expressed under the CD2 promoter. Mice that were used for transcriptomics were originally derived on a BALB/c background, while for the ELISA, cytocentrifuges, qRT‐PCR, and flow cytometry population quantifications they were backcrossed onto a C57BL/6 background for at least 9 generations. Fucci mice were originally described in Ref. 17 and were obtained from the Riken BioResource Centre.

### 2.2 Cell purification

All cells were purified from mice between 7 and 12 weeks of age. BM was collected from femurs and tibiae. PB was collected from the retro‐orbital sinus into Microtainer tubes containing EDTA (BD Biosciences). Single‐cell suspensions of Spln cells were prepared using a 100 μm cell strainer (BD Falcon). Red blood cells were lysed using an ammonium chloride buffer. Samples were stained with surface antibodies to Siglec‐F (BD E50‐2440), IL‐5Rα (BD T21), CCR3 (BioLegend Jo73E5), cKit (BD 2B8), CD34 (BD RAM34), Sca1 (D7), CD11b (in house M1/70), or a lineage cocktail of in‐house CD3 (KT31‐1), CD4 (GK1.5), CD8 (53‐6‐6), B220 (RA3‐6B2), Gr1 (RB68C5), and Ter119 (Ly‐76), then isolated on a fluorescence‐activated cell sorter. Stained cells were analyzed on a BD LSR Fortessa X‐20 flow cytometer (BD Biosciences) or sorted on a BD FACS Aria III (BD Biosciences). Re‐sort of sorted populations showed average purity of 91%. Cell populations for sorting for transcriptomics were defined using the following surface markers: eosinophils (IL‐5Rα Int, Siglec‐F high or medium), CMP (Lin–, cKit+, Sca1–, CD34+, and CD16/32lo), granulocyte‐macrophage progenitor (GMP; Lin–, cKit+, Sca1–, CD34+, CD16/32+, and IL‐5Rα‐),^18^ EoP (Lin–, cKit+, Sca1–, CD34+, CD16/32+, and IL‐5Rα+). For FACS analyses, EoPs were gated as per Supplementary Fig. 4 from Doyle et al.^19^ (Lin–, Sca1–, CD34+, cKit lo, and IL‐5Rα+), and eosinophil gating included the marker CD11b+. Prior to flow cytometry, cells were resuspended in PBS supplemented with 2% FCS, 2 mM EDTA, 1 μg/mL propidium iodide (Sigma) to enable identification and exclusion of dead cells.

Flow cytometric analyses were performed with FlowJo v10 software (FlowJo). Subsequent statistical tests and graphs were generated with Prism (GraphPad Software).

### 2.3 Data availability

All data can be viewed and are available for download on haemosphere.org. The dataset is also available in the Gene Expression Omnibus under the accession number GSE112010.

Full details of DNA content analyses, ELISA, microarray, cytocentrifuge, RNA isolation, RT qPCR, and bioinformatics analyses can be found in the supplementary methods.

## 3 RESULTS AND DISCUSSION

Cells of the eosinophil lineage are rare in hematopoietic tissues of healthy WT mice but dramatically expanded in IL5T mice as has been reported by Dent et al.^3^ We confirmed this expansion in BM, Spln, and PB of IL5T mice, from EoPs to mature eosinophils (Fig. 1A and B). In isolating eosinophils for transcriptional analyses in both WT and IL5T mice, we observed eosinophils expressing medium levels of Siglec‐F (EoM) and a second population with high levels of cell surface Siglec‐F (EoH) (Fig. 1A). These 2 eosinophil populations were visible in the PB, Spln, and BM, and we sought to characterize them further.

**Figure 1:**
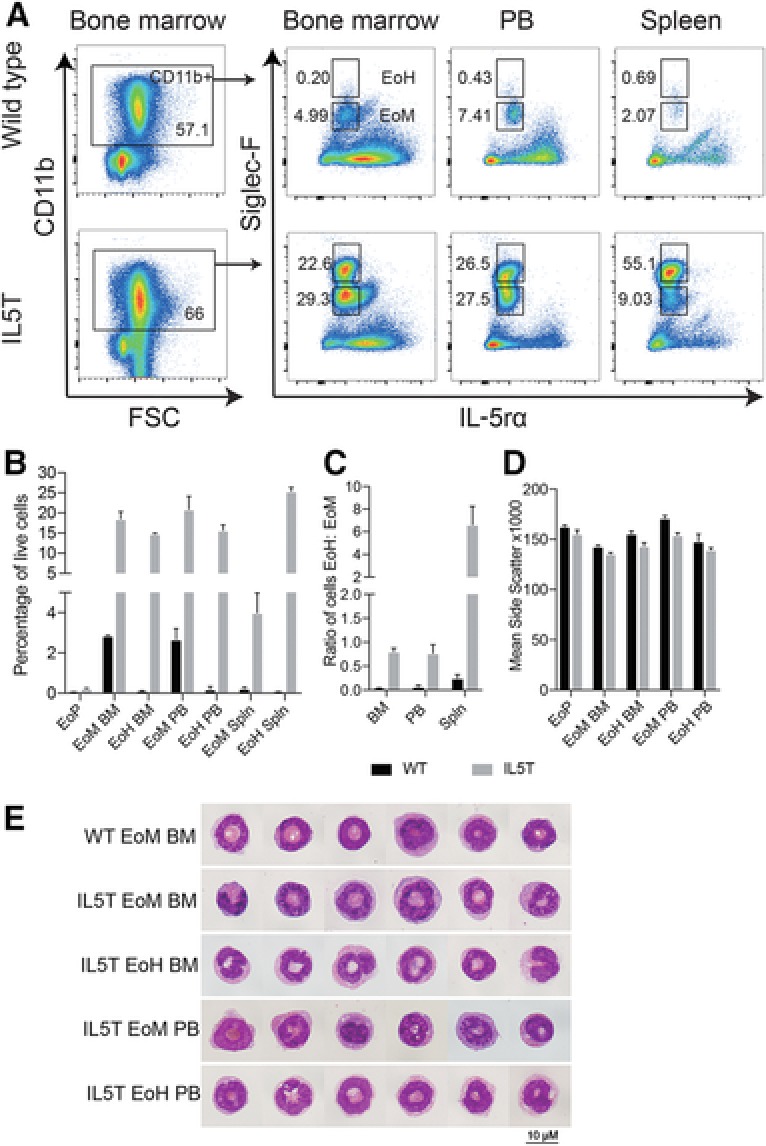
**Eosinophil populations in IL5T mice**. (A) Flow cytometry profiles of eosinophils collected from the BM, PB, and Spln of WT and IL5T mice. Populations have been gated for CD11b+ cells as shown. All mice are on a C57BL/6 background. (B) Proportion of eosinophil populations that make up the live cells in the BM, PB, and Spln. EoPs were gated for live cells then Lin–, Sca1–, CD34+, cKit lo, and IL‐5Rα+ 19as shown in Supplementay Fig. 1. *p < 0.05, *n* = 3, mean ± sd shown. (C) Ratio of EoH to EoM in different tissues, *n* = 3 for each genotype, Mean ± sd shown. (D) Side scatter of eosinophil populations, *n* = 3, mean ± sd shown. (E) May–Grünwald Giemsa stained cytocentrifuged preparations of WT and IL5T eosinophil populations viewed at 1000× magnification. Two representative cells were chosen from preparations from 3 separate mice for each population

The relative abundance of EoM and EoH varied dramatically depending on mouse genotype and tissue (Fig. 1B and C). In WT mice, eosinophils were rare, making up 2.7% of the nucleated cells in the PB, 0.22% in the Spln, and 2.9% in the BM, with EoM cells outnumbering EoH cells by a ratio of between 29:1 in the BM and 4:1 in the Spln. In IL5T mice, although both EoM and EoH were expanded in all 3 tissues, the effect was more dramatic for EoH cells, which was observed at similar levels to EoM in the BM and PB, and was 6‐fold more abundant than EoM cells in the Spln.

Flow cytometry analyses showed that side scatter, a measure of the granular complexity of cells, was high in EoPs and all mature eosinophil populations (Fig. 1D) irrespective of the level of Siglec‐F expression. To explore the morphology of these cells, we isolated EoM and EoH populations from the C57BL/6 IL5T BM and PB, and EoM from WT C57BL/6 BM by FACS and examined the cells following cytocentrifugation and May–Grünwald Giemsa staining (Fig. 1E). Morphologically, EoM and EoH resembled eosinophils, irrespective of the mouse genotype (C57BL/6 or IL5T) or the tissue from which they were isolated. All sorted populations had brightly staining eosinophilic cytoplasm with hypersegmented, ring‐shaped nuclei. We concluded that 2 populations of eosinophils were present in hematopoietic tissues of mice, which are identifiable on the basis of Siglec‐F expression and expanded in IL5T mice.

### 3.1 Cluster analysis of eosinophil and eosinophil progenitor expression profiles

Given that EoH were expanded upon constitutive IL‐5 stimulation (IL5T mice) and have been reported but not characterized in allergy models,^11^ it is possible they may play a role in disease. To explore the relationship between this population and other cells in the eosinophil lineage, we collected EoM and EoH from the BM and EoH from the PB of IL5T mice and analyzed gene expression using microarrays. 

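Gene expression was measured on Illumina MouseWG-6 arrays in 3 EoM BM, 4 EoH BM and 3 EoH PB samples of IL5T mice, each sample being RNA pooled from several mice. These were compared with arrays of IL5T progenitors, comprising 3 of EoPs, 5 of CMPs and 5 of GMPs. All eosinophils were hybridized in 1 array run on beadchip version 1.1 and the EoPs in another run on version 2.0. The CMPs and GMPs were on both versions, with those on version 1.1 in a run of their own. The authors deposited the scanner intensity and a detection p-value of every probe, and log2 values after normexp background correction and quantile normalization. Here the background was corrected again with limma from the deposited intensity, separately for each beadchip version, and the 24159 probes on both versions were quantile normalized over all 32 arrays. A linear model with group and beadchip version was then fitted with limma, and a probe was called at an adjusted p under 0.05 over all probes. Between 8360 and 10929 of the shared probes were detected above background per array at a detection p under 0.05, with a median of 8775 in EoM BM, 9155.5 in EoH BM and 8804 in EoH PB. The small number of arrays limits the precision of every comparison, and for a probe not detected on any array of 1 group only a lower bound of the fold is given. That bound sets the mean of the brighter group against the lowest detected signal of each array of the dimmer group, or the probe's own signal where that was higher. The comparison of EoPs with eosinophils crosses both run and beadchip version and rests on the version effect measured in CMPs and GMPs. As the eosinophils share no run with any other group, a shift of their run is not corrected by that effect. The comparison also crosses sex, at least in part. Eif2s3y, a Y-linked gene, was below detection on all 10 eosinophil arrays and detected on all 3 IL5T EoP arrays. It was at least 7.28-fold lower in EoH BM than in EoPs (adjusted p = 4.28e-08 from limma). Xist, a marker of female cells, was detected on all 10 eosinophil arrays, at log2 values from 9.73 to 11.62. On the IL5T EoP arrays it ranged from 5.085 to 9.91. Male RNA was thus found in the EoP pools and not in the eosinophil pools.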

We also collected EoPs, CMPs, and GMPs from WT and IL5T mice (Supplementary Fig. 1). These cells were all on a BALB/c background. We compared them to each other, and to transcriptional profiles of WT C57BL/6 eosinophils (bulk sorted without Siglec‐F substratification), EoPs, CMPs, and GMPs that have been previously published by our laboratory as part of a general survey of transcription in blood cells^20^ (Supplementary Table 1).

Hierarchical clustering of these samples showed that the progenitors all grouped by cell type, with little difference between “like” cell types from different genetic backgrounds (Fig. 2A). 

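CMPs, GMPs and EoPs each formed a cluster of their own when the 32 arrays were clustered on the 923 probes with variance above 2 after removal of the beadchip effect. The 8 CMP arrays joined before any other array did, as did the 8 GMP arrays and the 6 EoP arrays. Within these clusters, IL5T and WT EoPs formed separate branches, as did IL5T and WT GMPs, while the 5 IL5T and 3 WT CMP arrays were intermixed. Markers of neutrophils and red cells varied widely between progenitor arrays, although these sorts left out cells with Gr1 or Ter119, and the source of this RNA was not tested. Ltf, which encodes the neutrophil granule protein lactoferrin, ranged from 4.64 to 9.38 on the log2 scale over the 3 WT CMP arrays. Hba-a1, which encodes alpha globin and has near copies, ranged from 5.91 to 12.62 over the same arrays.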

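The 10 eosinophil arrays formed 1 cluster, and within it EoM BM, EoH BM and EoH PB each formed a branch of their own. Siglecf, the gene of the surface protein used in the sort, had a log2 value of 6.35 ± 0.45 (SD, n = 3) in EoM BM, 6.84 ± 0.32 (n = 4) in EoH BM and 7.03 ± 0.73 (n = 3) in EoH PB. Its change of 0.49 from EoM BM to EoH BM did not pass the test (adjusted p = 0.213 from limma). The antibody label of all EoH BM samples says Siglec-F medium, against their title and cell type label. They were taken as EoH by the latter. When EoM BM replicate 2 was left out, 5 of the 6 populations formed a cluster of their own.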

Eosinophils formed a separate cluster, within which the IL5T eosinophil samples clustered together by Siglec‐F expression and tissue of origin. C57BL/6 eosinophils formed a subcluster, rather than grouping with the IL5T EoM, to which they were closest by surface phenotype, a difference which may be driven by the effect of chronic IL‐5 stimulation on these cells.

**Figure 2:**
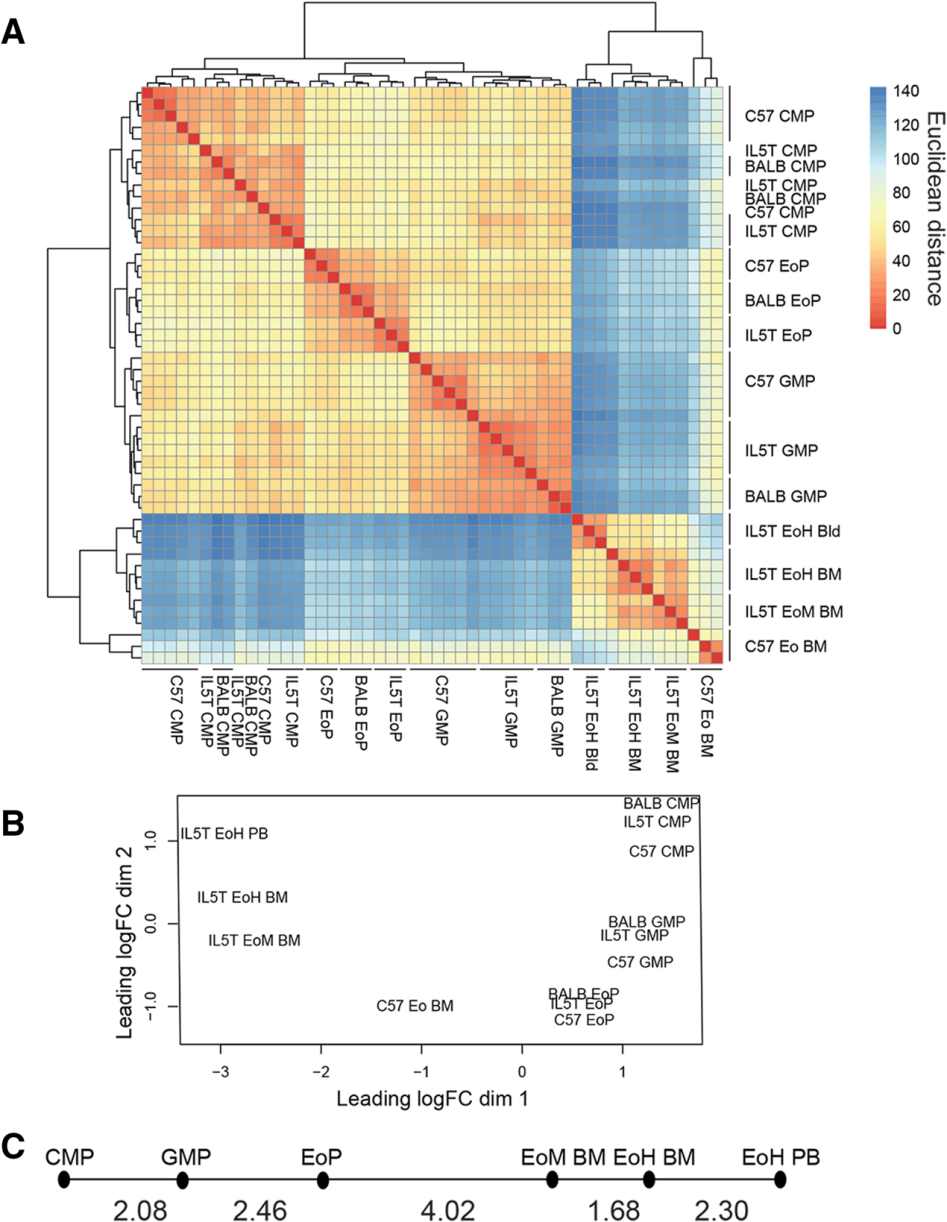
**Transcriptional profiling of eosinophils and progenitors**. (A) Hierarchical clustering of microarray samples using Euclidean distance. Each row and column represents an independent replicate. (B) Multidimensional scaling plot of average eosinophil and progenitor populations. The number of replicates for each group are as shown in (A). Strains and genotype of mice are C57 = WT C5LBL/6, BALB = WT BALB/c, and IL5T = IL5T BALB/c. (C) Minimum spanning tree of average gene expression in IL5T progenitors and eosinophil populations. Euclidean distance between the populations is shown

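Group means were placed in 2 dimensions from the 500 probes with the largest difference in each pair of groups. The first and second coordinates were 1.48 and 1.23 for IL5T CMPs, 1.38 and -0.11 for IL5T GMPs and 1.07 and -1.47 for IL5T EoPs. The eosinophils lay apart on the first axis and were ordered along the second, with -2.68 and -0.41 for EoM BM, -2.86 and 0.05 for EoH BM and -3.08 and 0.64 for EoH PB. WT EoPs lay beside IL5T EoPs at 1.17 and -1.25. The sign of an axis carries no meaning.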

Multidimensional clustering of the average expression for each cell type ordered the cells along a “reverse ‘U’‐shaped” trajectory, beginning with CMPs in the top right corner and ending with IL5T EoH cells from the PB at the top left (Fig. 2B). In these analyses, the C57BL/6 (C57) eosinophils BM were positioned between the EoPs and the IL5T eosinophils, with the IL5T EoM BM cells being most similar to the bulk sorted C57BL/6 BM eosinophils and the IL5T EoH PB terminating the series.

To independently confirm both the ordering of cell types and their arrangement in a linear trajectory, we created a minimum spanning tree from the IL5T samples. This is an unsupervised technique which links cell types with their nearest neighbor by Euclidean distance. Although the algorithm allows for branching between cell types, in our analyses we found the cell types formed a linear trajectory from CMP through to EoH PB (Fig. 2C). 

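The minimum spanning tree over the 6 IL5T populations was a chain without a branch. Its steps had lengths of 2.09 from CMPs to GMPs, 2.42 from GMPs to EoPs, 4.36 from EoPs to EoM BM, 1.68 from EoM BM to EoH BM and 2.29 from EoH BM to EoH PB, as root mean square log2 differences over the 500 most different probes of each pair. EoPs were 4.51 from EoH BM and 4.90 from EoH PB, and EoM BM was 2.94 from EoH PB. Only 4 of these 5 steps were found with all probes in the distance, with arrays scaled to a common median in place of quantile normalization, or without IL5T EoP replicate 3.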

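From EoPs to EoM BM, genes of eosinophil surface receptors rose and genes of protein folding, ribosome assembly and respiration fell. Among the receptors, 13 of 20 measured genes rose and none fell (13 and 2 adjusted over the list alone). Ccr3, the eotaxin receptor, was at least 50.7-fold higher in EoM BM (adjusted p = 2.29e-15 from limma) and Cd300lf, an inhibitory receptor, at least 49.8-fold (adjusted p = 9.83e-18). Itgb7, the integrin beta 7 chain, had a log2 fold change of 6.41 (standard error 0.41, adjusted p = 4.12e-12). Of the unfolded protein response, 15 of 22 measured genes fell and none rose (15 and 0 adjusted over the list alone), among them Fkbp11 with -5.30 (adjusted p = 5.26e-12) and the chaperone Hspa5 with -2.77 (adjusted p = 2.08e-05). For ribosome biogenesis, 21 of 26 measured genes fell and none rose (22 and 0 adjusted over the list alone), with Gnl3 at -3.26 (adjusted p = 3.74e-14) and Nop2 at -3.22 (adjusted p = 1.51e-10). For oxidative phosphorylation, 30 of 40 measured genes fell and none rose (30 and 0 adjusted over the list alone). Among ATF4 targets and genes of amino acid supply, 12 of 23 measured genes fell and 2 rose (12 and 2 adjusted over the list alone), with Phgdh, an enzyme of serine synthesis, at least 19.6-fold lower (adjusted p = 1.03e-12) and Psat1 at -3.38 (adjusted p = 2.12e-10). The camera test of limma, run on each list with a preset correlation between genes, gave adjusted p = 2.09e-05 for receptors, 1.20e-07 for the unfolded protein response, 1.79e-13 for ribosome biogenesis, 1.80e-10 for respiration and 0.00179 for ATF4 targets. Each stayed past the threshold with an estimated correlation. That of ATF4 targets was lost there without EoM BM replicate 3 (adjusted p = 0.0513). Markers of mast cells and basophils also moved: 6 of 10 measured genes fell and none rose (7 and 0 adjusted over the list alone), with the protease Cpa3 at -5.44 (adjusted p = 2.33e-08) and Mcpt8 at least 19.7-fold lower (adjusted p = 8.09e-09; camera adjusted p = 0.142 with an estimated correlation). Serpinb2 rose by 9.01 (adjusted p = 9.44e-16) and the mucin Muc13 was at least 28.1-fold lower (adjusted p = 1.02e-16). Neutrophil granule RNA was higher in the EoM BM sort as well: 7 of 9 measured neutrophil secondary granule markers rose and none fell (7 and 0 adjusted over the list alone), with Ltf at 8.66 (adjusted p = 3.22e-05) and Ngp at 8.16 (adjusted p = 2.97e-04) (camera adjusted p = 0.157 with an estimated correlation). Hba-a1 rose by 8.48 (adjusted p = 7.76e-04). The erythroid markers did not pass as a list (camera adjusted p = 0.566), as 3 of 10 measured genes rose and 2 fell (3 and 2 adjusted over the list alone).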

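From EoM BM to EoH BM, genes of cholesterol synthesis fell. Of cholesterol synthesis, 11 of 15 measured genes fell and none rose (13 and 0 adjusted over the list alone), with Hsd17b7 at -2.15 (adjusted p = 1.65e-08) and Nsdhl at -2.14 (adjusted p = 2.61e-07). With camera, the adjusted p was 5.48e-18, and 6.41e-04 with an estimated correlation. Ptgdr2, the prostaglandin D2 receptor, rose by 3.56 on the log2 scale (standard error 0.28, adjusted p = 2.74e-09 from limma), Retnla by 3.36 (adjusted p = 9.14e-13) and the transcription factor Batf3 by 3.39 (adjusted p = 9.39e-09), with EoH BM replicate 3 far above the other 3 in Batf3. Of eosinophil surface receptors, 4 of 20 measured genes rose and 2 fell (5 and 3 adjusted over the list alone) (camera adjusted p = 0.00684, and 0.0591 with an estimated correlation). The latter passed without EoH BM replicate 1 (adjusted p = 0.0426) or EoH BM replicate 3 (adjusted p = 0.0488). Chil5, a chitinase-like protein, had a log2 fold change of -3.67 (adjusted p = 8.03e-12), and Olfm4, a neutrophil granule gene, one of -3.37 (adjusted p = 3.14e-06). Markers of monocytes and macrophages moved with EoH BM: 5 of 13 measured genes rose and none fell (7 and 0 adjusted over the list alone), with Fcgr1 at 1.91 (adjusted p = 1.39e-05) (camera adjusted p = 0.178 with an estimated correlation). Of these markers, the number that rose was 3 without EoM BM replicate 2, and the list passed with an estimated correlation without EoH BM replicate 3 (adjusted p = 0.0487). In all, 892 probes rose and 1148 fell. When only these 7 arrays of 1 run were fitted, 787 probes changed. Over all arrays scaled to a common median 1167 changed, and without EoM BM replicate 3 the whole model called 1238.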

Based on these results, we propose an order for the IL5T eosinophil lineage: a linear trajectory from EoP to EoM BM to EoH BM to EoH PB.

Together, these data support the notion that transcriptionally, EoH are the terminal definable state in our eosinophil trajectory. 

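From EoH BM to EoH PB, genes of antigen presentation and markers of monocytes and T cells rose. Genes of neutrophil primary granules and markers of red cells fell. Of MHC class II and costimulation, 8 of 11 measured genes rose and none fell (8 and 1 adjusted over the list alone), with the beta chain H2-Eb1 at 2.70 (adjusted p = 6.73e-05) and the transactivator Ciita at 2.13 (adjusted p = 4.57e-05). Of monocyte and macrophage markers, 7 of 13 measured genes rose and none fell (7 and 0 adjusted over the list alone), with Cd14 at 2.70 (adjusted p = 9.47e-06) and Ly86 at 2.26 (adjusted p = 3.12e-04). T cell markers rose in 4 of 12 and fell in none (6 and 1 adjusted over the list alone), with Cd2 at 4.08 (adjusted p = 3.26e-14) and Cd3e at 2.69 (adjusted p = 2.37e-11). The camera adjusted p of these lists was 1.61e-07, 7.16e-09 and 9.94e-05, and each stayed past the threshold with an estimated correlation. Tubb6, a beta tubulin, was at least 32.0-fold higher in blood (adjusted p = 1.95e-17 from limma), the acute phase gene Saa3 at least 36.6-fold (adjusted p = 7.47e-17) and the endothelin receptor Ednrb at least 20.5-fold (adjusted p = 9.09e-16). Zbtb32 rose by 4.88 (adjusted p = 9.31e-11), protein S (Pros1) by 4.86 (adjusted p = 5.49e-15) and the leukotriene C4 synthase Ltc4s by 3.33 (adjusted p = 2.03e-08). In contrast, Elane, neutrophil elastase, had a log2 fold change of -5.32 (adjusted p = 9.79e-07), the myeloperoxidase Mpo one of -4.26 (adjusted p = 7.33e-11) and Slc4a1, the red cell anion exchanger, one of -6.10 (adjusted p = 4.10e-05). The B cell precursor gene Vpreb3 was at least 19.2-fold lower (adjusted p = 7.02e-10). Of erythroid markers, 4 of 10 measured genes fell and none rose (6 and 0 adjusted over the list alone). With an estimated correlation, the call of MHC class II and costimulation was lost without EoH BM replicate 2 (adjusted p = 0.0728), EoH PB replicate 2 (adjusted p = 0.0759) or EoH PB replicate 3 (adjusted p = 0.0721). That of erythroid markers was lost without EoH BM replicate 2 (adjusted p = 0.0728), EoH PB replicate 2 (adjusted p = 0.0765) or EoH PB replicate 3 (adjusted p = 0.0820). The number of T cell markers that rose was 2 without EoH PB replicate 2. In all, 770 probes rose and 638 fell. When only these 7 arrays of 1 run were fitted, 442 probes changed, against 767 over all arrays scaled to a common median, and Ciita and Ly86 did not pass (adjusted p = 0.0638 and 0.123).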

We interpret this as EoHs representing activated or stimulated eosinophils, which are present in WT mice and driven by constitutive IL‐5 stimulation in IL5T mice.

### 3.2 Identification of eosinophil trajectory genes

Having demonstrated the positioning of cells along a linear trajectory, we hypothesized that as cells progress along the series genes they would be gradually up‐ or down‐regulated. We have termed such genes “trajectory genes”. 

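Between EoPs and EoH BM, 3492 probes were higher and 3896 lower in EoH BM. Asb2, a subunit of a ubiquitin ligase, was at least 331-fold higher (adjusted p = 5.08e-21 from limma), and Adam19, a metalloprotease, rose by 7.63 (adjusted p = 2.75e-14). The 5-lipoxygenase gene Alox5 rose by 3.72 (adjusted p = 1.27e-06), the transcription factors Klf2 by 6.00 (adjusted p = 1.87e-05) and Bcl6 by 4.36 (adjusted p = 3.18e-09), and Myc had a log2 fold change of -4.15 (adjusted p = 7.77e-11). Of respiratory chain genes, 34 of 40 measured genes fell and none rose (34 and 0 adjusted over the list alone), with Ndufb9 at least 16.3-fold lower (adjusted p = 1.97e-09) and Sdhd at -3.85 (adjusted p = 8.79e-06). The glucose transporters Slc2a3 and Slc2a1 rose by 3.02 (adjusted p = 1.45e-13) and 2.72 (adjusted p = 1.25e-12). The glycolysis list that holds them did not pass (camera adjusted p = 0.834), as 3 of 18 measured genes rose and 6 fell (4 and 6 adjusted over the list alone). Of interferon response genes, 11 of 20 measured genes rose and 2 fell (11 and 2 adjusted over the list alone), with Rsad2 at least 22.5-fold higher (adjusted p = 2.45e-06). The camera adjusted p was 6.69e-13 for respiration and 0.00232 for interferon, and both stayed past the threshold with an estimated correlation. Neutrophil secondary granule markers were higher in EoH BM too, in 7 of 9 genes (7 adjusted over the list alone; camera adjusted p = 0.145 with an estimated correlation). Mast cell and basophil markers were lower in 7 of 10 and higher in none (9 and 0 adjusted over the list alone). Their camera adjusted p was 5.08e-05, and 0.0684 with an estimated correlation. With replicate number as a block, 3673 probes changed in place of 7388. Without a term for beadchip version, 10457 did.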

To identify trajectory genes, we focused on genes that were differentially expressed (DE) between (1) EoPs versus EoH BM cells and (2) EoM BM versus EoH PB from IL5T mice. These comparisons spanned the key “eosinophil specific” parts of our developmental progression—as opposed to including multi‐potential progenitors such as CMPs and GMPs. We did not compare the cells that were immediately adjacent to each other in the series because adjacent cells were likely to have smaller transcriptional differences and thus a higher background to signal ratio leading to a lower ability to detect key genes. We reasoned that this would identify key trajectory genes, without being unduly restrictive. 

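Between EoM BM and EoH PB, all within 1 run, 1809 probes were higher and 1799 lower in blood. Car4, a carbonic anhydrase, was at least 76.8-fold higher (adjusted p = 7.32e-15 from limma), Ccl24, eotaxin 2, at least 39.5-fold (adjusted p = 7.32e-15) and Lgals3bp at least 27.3-fold (adjusted p = 5.72e-14). Cd274, which encodes PD-L1, rose by 3.05 (adjusted p = 5.53e-11). Il17rb was at least 7.99-fold lower (adjusted p = 1.66e-11) and the stem cell factor receptor Kit at least 8.06-fold lower (adjusted p = 3.65e-14), though another detected Kit probe had a change of -0.02 (adjusted p = 0.992). Ccnd2, cyclin D2, rose by 3.58 (adjusted p = 1.53e-06) and the transcription factor Xbp1 by 1.44 (adjusted p = 3.57e-09). Of cholesterol synthesis, 13 of 15 measured genes fell and none rose (13 and 0 adjusted over the list alone) (camera adjusted p = 1.10e-14, and 0.00292 with an estimated correlation). Neutrophil primary granule genes moved the same way, as 7 of 7 measured fell and none rose (7 and 0 adjusted over the list alone) (camera adjusted p = 4.96e-11, and 0.0110 with an estimated correlation). When only these 6 arrays were fitted, 2015 probes changed, and 2336 did over all arrays scaled to a common median.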

We selected genes that were significantly up‐ or down‐regulated with a log_2_ fold change of at least 0.5. Using this approach, we identified 330 up‐regulated genes (353 probes; Fig. 3A(i)) and 271 down‐regulated genes (290 probes; Fig. 3B(i)) that were significantly altered across the eosinophil trajectory (Supplementary Tables 1 and 2). 

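Here 675 probes of 540 genes rose and 652 probes of 535 genes fell in both comparisons by more than 0.5 on the log2 scale. Of the genes on fixed lists, the rising probes held 6 of 11 genes of MHC class II and costimulation, 6 of 13 monocyte and macrophage markers and 5 of 20 eosinophil receptors. The falling probes held 22 of 34 genes of DNA replication, 18 of 38 of mitosis, 9 of 22 of the unfolded protein response and 7 of 15 of cholesterol synthesis. They also held 5 of 7 neutrophil primary granule markers and 4 of 10 mast cell and basophil markers. Of the probes in the paper's Table S2, 335 of 353 rising and 261 of 289 falling ones were also called here. With arrays scaled to a common median, 354 probes rose and 755 fell, so the balance of the 2 directions depends on the scaling. With replicate number as a block, 386 rose and 414 fell. With a minimum of 1 in place of 0.5, 363 probes rose and 354 fell, and with limma's TREAT test against 0.5, 231 rose and 222 fell.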

Expression profiles of 4 such trajectory genes (*Ramp1*, *Cebpb*, *Tlr4*, and *Trem14*) were validated using RT qPCR (Fig. 3C). Moreover, there was high concordance with our data and published WT BALB/c RNASeq data generated by the Fulkerson laboratory^21^ comparing EoPs to eosinophils (Fig. 3A(ii) and B(ii)). 

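Ramp1, a receptor activity modifying protein, fell at both steps that select trajectory genes, and the other genes rose at both. Its log2 value was 12.59 ± 0.16 (SD, n = 3) in EoPs, 9.09 ± 0.48 (n = 3) in EoM BM, 9.15 ± 0.58 (n = 4) in EoH BM and 6.68 ± 0.56 (n = 3) in EoH PB. From EoPs to EoH BM, Ramp1 had a log2 fold change of -3.43 (adjusted p = 1.39e-09) from limma, and from EoM BM to EoH PB one of -2.41 (adjusted p = 6.65e-08). The transcription factor Cebpb rose by 2.28 (adjusted p = 8.65e-08) and 1.45 (adjusted p = 1.24e-05) in these comparisons. The endotoxin receptor Tlr4 rose by 1.95 (adjusted p = 7.26e-08) and 2.07 (adjusted p = 3.01e-09), and Treml4, which the paper writes as Trem14, by 1.58 (adjusted p = 1.29e-04) and 1.48 (adjusted p = 6.61e-05). The study chose these genes on these arrays, so their direction here is not independent evidence.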

Of our 601 DE genes, 261 were significantly DE in the same direction with at least a log_2_ fold change of 0.5, and only 8 were significantly DE in the opposite direction (Fig. 3A(ii) and B(ii)). To investigate if trajectory gene expression changes were specific to eosinophils or occurred generally during hematopoietic differentiation, we examined their expression in a broad range of hematopoietic cells^20^ (Fig. 3A(iii) and B(iii)). Down‐regulated eosinophil trajectory genes generally had higher expression in progenitors than mature cells, implying general functions within progenitors and stem cells that are down‐regulated with differentiation into various lineages. Down‐regulated trajectory genes could be separated into 3 broad classes by expression pattern—those that were expressed in many cell types (ubiquitous), those that were expressed more highly in progenitors, and those that were expressed at higher levels in EoPs (denoted as early eosinophil, Fig. 3A(iii)).

**Figure 3:**
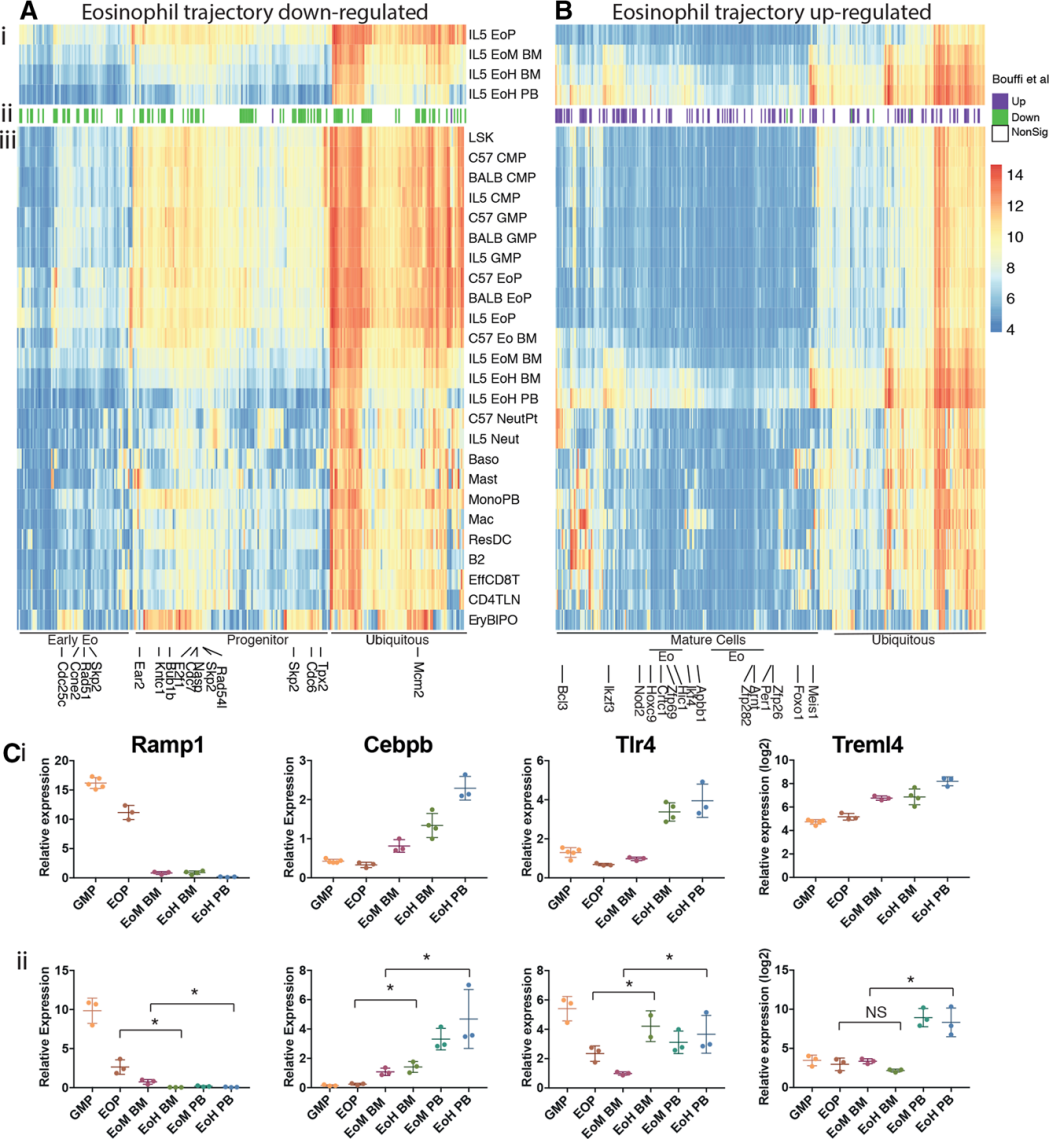
**Identification of genes up‐ or down‐regulated across the IL5T eosinophil trajectory**. Heatmap of genes that are (A) down‐regulated or (B) up‐regulated across the IL5T eosinophil trajectory. (i) The eosinophil populations used to select the genes of interest. Genes are significantly differentially expressed (DE) (log_2_FC > 0.5 and false discovery rate [FDR] < 0.05) in the same direction EoP versus EoH BM, and EoM BM versus EoH PB. (ii) DE genes (log_2_FC > 0.5 and an FDR < 0.05) in EoP versus eosinophils according to Bouffi et al.^21^ NonSig, not significantly different. (iii) Expression levels of up‐ and down‐regulated genes across hematopoiesis. Transcriptional profiles of other hematopoietic cell types are taken from Haemopedia.^20^ LSK = Lin‐Sca+Kit+ cell, NeutPt = peritoneal cavity neutrophil, Neut = bone marrow neutrophil, Baso = basophil, Mast = mast cell, MonoPB = monocyte from the peripheral blood, Mac = macrophage, ResDC = resident dendritic cell, B2 = B2 B cell, EffCD8T = effector CD8+ T cell, CD4TLN = CD4+ T cell from the lymph nodes, EryBLPO = ortho and poly erythroblasts. Where multiple classes exist for a cell type, the genotype and strain are highlighted. C57 = WT C57BL/6, BALB = WT BALB/c, and IL‐5 = IL5T BALB/c. All other cells are on a WT C57BL/6 background. Expression levels in (i) and (iii) are colored according to absolute expression of genes on a log_2_ scale. Gene sets with distinct expression patterns during hematopoiesis are highlighted. On (A) a granule protein gene, *Ear2*, and cell cycle genes are labeled on the plot, on (B) mature cell and eosinophil restricted transcription factors are highlighted. (C) qPCR validation of expression changes of selected genes from (A) and (B). (i) Expression levels in IL5T eosinophil populations from microarray data. (ii) qPCR expression levels. Scales are log or linear as indicated, depending on data range. Each dot represents an independent replicate (for microarray each replicate is a pool of mice, for qPCR each replicate is a single mouse). Mean ± sd. *p < 0.05

We also examined the expression of up‐regulated eosinophil trajectory genes across wider hematopoiesis and found that the majority of them had their expression restricted to particular cell types. We grouped them into 3 categories: genes with ubiquitous expression, those that were more highly expressed in mature cell types, and those that were more restricted to eosinophils (Fig. 3B(iii)).

We further examined up‐regulated trajectory genes with restricted expression in mature cells and eosinophils as these were the most likely to have functional importance. In the mature cell set, we found 9 transcription factors. These included *Ikzf3* (Aiolos), *Nod2*, *Bcl3*, and *Foxo1*, which are reportedly induced in eosinophil maturation.^21^ 

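Ikzf3, which encodes Aiolos, had mean log2 values of 6.19 in EoPs, 9.33 in EoM BM, 10.05 in EoH BM and 10.63 in EoH PB, with standard deviations up to 0.55. It rose by 3.85 (adjusted p = 1.40e-09) from EoPs to EoH BM and by 1.30 (adjusted p = 0.00142) from EoM BM to EoH PB in limma's test. Nod2 was at least 6.55-fold higher in EoH BM than in EoPs (adjusted p = 6.20e-05), and 1.41 (adjusted p = 0.0378) higher on the log2 scale in EoH PB than in EoM BM. Bcl3 was at least 4.46-fold higher (adjusted p = 1.11e-06) and at least 4.62-fold higher (adjusted p = 6.18e-07) in the same comparisons. Foxo1 was higher in EoH BM than in EoPs by 2.09 (adjusted p = 7.44e-07) and had a change of -0.01 (adjusted p = 0.995) from EoM BM to EoH PB, where another Foxo1 probe, detected on 7 arrays, had one of 1.34 (adjusted p = 3.22e-04). Of the mature cell transcription factors that the paper names, 8 of 8 measured genes rose from EoPs to EoH BM and 6 rose from EoM BM to EoH PB (8 and 7 adjusted over the list alone), a list the study chose on these arrays. It also holds Meis1, with 1.71 (adjusted p = 2.75e-05) and 1.84 (adjusted p = 1.64e-06). The call of Nod2 from EoM BM to EoH PB was lost when only these 6 arrays were fitted (adjusted p = 0.390) and without any of IL5T EoH PB replicate 1 (adjusted p = 0.190), IL5T EoH PB replicate 2 (adjusted p = 0.244), IL5T EoM BM replicate 1 (adjusted p = 0.0913) or IL5T EoM BM replicate 3 (adjusted p = 0.233). That of Meis1 from EoPs to EoH BM was lost without a beadchip term (adjusted p = 0.589).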

*Ikzf3* binding sites have also been shown to be enriched in active genes regulated during eosinophil development.^21^

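Hic1, a zinc finger repressor, was at least 3.53-fold higher in EoH BM than in EoPs (adjusted p = 7.50e-06 from limma) and at least 5.59-fold higher in EoH PB than in EoM BM (adjusted p = 2.36e-08). The homeobox gene Hoxc9 was at least 2.76-fold higher in EoH BM than in EoPs (adjusted p = 4.46e-06) and rose by 1.18 (adjusted p = 0.00336) from EoM BM to EoH PB. Crtc1, a coactivator of CREB, rose by 2.68 (adjusted p = 2.09e-07) and 1.20 (adjusted p = 0.00168) in the same comparisons. Arnt had mean log2 values of 9.33 in EoPs, 9.67 in EoM BM, 10.23 in EoH BM and 9.93 in EoH PB, with changes of 0.90 (adjusted p = 0.0319) and 0.26 (adjusted p = 0.712). Zfp282 had values of 9.65 in EoPs, 10.02 in EoM BM, 9.96 in EoH BM and 9.74 in EoH PB, with changes of 0.31 (adjusted p = 0.230) and -0.28 (adjusted p = 0.281), while another Zfp282 probe, detected on 23 arrays, rose by 1.46 (adjusted p = 0.0148) from EoPs to EoH BM. Of the list, 4 of 5 measured genes rose from EoPs to EoH BM and 3 rose from EoM BM to EoH PB (4 and 3 adjusted over the list alone). The study chose these genes on these arrays, and no probe is named for Zfp689 here. The call of Arnt was lost when any 1 of 7 arrays was left out, with adjusted p from 0.0514 without IL5T EoP replicate 3 to 0.129 without IL5T EoP replicate 1. Of 4 other Arnt probes, 2 rose from EoPs to EoH BM, by 2.26 (adjusted p = 1.03e-04) and 1.34 (adjusted p = 0.00365), and 2 had changes of -0.43 (adjusted p = 0.169) and 0.52 (adjusted p = 0.201). Among these 4, 1 rose from EoM BM to EoH PB, by 0.95 (adjusted p = 0.0231). The Hoxc9 call from EoM BM to EoH PB was lost when only those 6 arrays were fitted (adjusted p = 0.247).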

Six eosinophil specific transcription factors—*Arnt, Crtc1, Hic1, Hoxc9, Zfp689*, and *Zfp282*—were also found to be up‐regulated (Fig. 3B). *Crtc1* is known to be up‐regulated from WT EoPs to eosinophils^21^ and the other factors may have roles in IL‐5 response and the processes associated with eosinophil lineage progression.

To discover more about the function of eosinophil trajectory genes, we tested gene sets derived from gene ontology (GO) terms sourced from MSigDB^22^ with Fisher's exact test for overrepresentation. 

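Genes of DNA replication and mitosis fell at both selected steps of the trajectory, and inhibitors of the cell cycle rose at the first. From EoPs to EoH BM, 27 of 34 measured genes of DNA replication fell and none rose (28 and 0 adjusted over the list alone), and 22 of 38 measured genes of mitosis fell and none rose (24 and 0 adjusted over the list alone). From EoM BM to EoH PB, 23 of 34 measured genes of DNA replication fell and none rose (24 and 1 adjusted over the list alone), and 27 of 38 measured genes of mitosis fell and none rose (27 and 0 adjusted over the list alone). Cdk1, the kinase that drives entry into mitosis, had log2 fold changes of -2.23 (adjusted p = 1.70e-05) and -4.18 (adjusted p = 7.59e-11) in these comparisons, Cdca3 of -1.45 (adjusted p = 1.55e-04) and -3.09 (adjusted p = 1.52e-10), and Mcm2, of the replicative helicase, of -2.28 (adjusted p = 2.41e-07) and -1.19 (adjusted p = 3.54e-04). Among cell cycle inhibitors, 10 of 14 measured genes rose and 1 fell (12 and 1 adjusted over the list alone) from EoPs to EoH BM (camera adjusted p = 3.74e-05, and 0.00250 with an estimated correlation). The list did not pass from EoM BM to EoH PB (camera adjusted p = 0.902). There 3 of 14 measured genes rose and 2 fell (3 and 2 adjusted over the list alone). In EoM BM, Cdkn2b was at least 39.4-fold higher than in EoPs (adjusted p = 1.41e-15) and Cdkn1b higher by 3.31 (adjusted p = 9.81e-10). Cdkn2a was at least 8.74-fold higher in EoH BM than in EoPs (adjusted p = 1.88e-08) and rose by 2.05 (adjusted p = 4.25e-05) from EoM BM to EoH PB, where Cdkn2b rose by 1.19 (adjusted p = 2.43e-05) and Cdkn2c, another inhibitor, had a change of -2.12 (adjusted p = 3.73e-07). The camera adjusted p from EoM BM to EoH PB was 3.88e-18 for DNA replication and 2.41e-28 for mitosis, and 0.0110 and 0.00494 with an estimated correlation. From EoPs to EoH BM these were 1.74e-13 and 1.20e-05, and 0.0217 and 0.175 with an estimated correlation. The call of Cdca3 from EoPs to EoH BM was lost without a beadchip term (adjusted p = 0.579).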

Multiple GO terms associated with the “cell cycle” (genes including *Cdk1, Cdca3*, and mini‐chromosome maintenance genes) were statistically overrepresented in down‐regulated trajectory genes, whereas “negative regulation of the cell cycle” (including the cyclin‐dependent kinase inhibitor encoding genes *Cdkn2a* and *Cdkn2b*) was overrepresented in the up‐regulated trajectory genes. Moreover, subsequent testing of trajectory gene sets for overrepresentation of transcription factor binding motifs revealed enrichment for the E2F family (Fig. 4A), known to play a key role in cell cycle regulation.^23^ Together, these data are consistent with cell cycle arrest and entry into quiescence across the eosinophil trajectory.

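E2f1, an activator of S phase genes, had log2 fold changes of -1.44 (adjusted p = 2.78e-07) from EoPs to EoH BM and -1.16 (adjusted p = 1.11e-06) from EoM BM to EoH PB in limma's test. E2f2 had one of -2.51 (adjusted p = 4.10e-08) from EoM BM to EoH PB, and E2f3 one of -0.94 (adjusted p = 0.00197) from EoPs to EoH BM. Over the family, 5 of 8 measured genes fell and none rose (5 and 0 adjusted over the list alone) from EoPs to EoH BM, and 4 of 8 measured genes fell and none rose (4 and 1 adjusted over the list alone) from EoM BM to EoH PB. With camera, the adjusted p was 0.0590 for the first comparison, which did not pass, and 0.00973 for the second (adjusted p = 0.0830 with an estimated correlation). The first passed without EoH BM replicate 1 (adjusted p = 0.0326), IL5T EoP replicate 1 (adjusted p = 0.0458) or IL5T EoP replicate 2 (adjusted p = 0.0456), and at the second the number that fell was 2 without EoH PB replicate 2, 2 without EoH PB replicate 3 and 2 without EoM BM replicate 3.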

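Across the eosinophil sorts, most of the fall in RNA of cell cycle genes lay between marrow and blood. From EoH BM to EoH PB, 25 of 38 measured genes of mitosis fell and none rose (26 and 0 adjusted over the list alone), and 19 of 34 measured genes of DNA replication fell and none rose (22 and 0 adjusted over the list alone). Of histones, 23 of 30 measured histone genes fell and none rose (23 and 0 adjusted over the list alone). From EoM BM to EoH BM these counts were 5 of 38 for mitosis, 5 of 34 for DNA replication and 12 of 30 for histones (5, 11 and 17 adjusted over the list alone). Those 3 counts moved with single arrays. For mitosis the count was 12 without EoH BM replicate 1, 3 without EoH BM replicate 3, 2 without EoM BM replicate 1, 1 without EoM BM replicate 2 and 2 without EoM BM replicate 3. For DNA replication it was 11 without EoH BM replicate 1, 2 without EoH BM replicate 3, 3 without EoH BM replicate 4, 3 without EoM BM replicate 1, 3 without EoM BM replicate 2 and 3 without EoM BM replicate 3, and for histones 5 without EoM BM replicate 2 and 2 without EoM BM replicate 3. Kif2c, a mitotic kinesin, was at least 10.9-fold lower in blood (adjusted p = 1.27e-10 from limma). The histone gene H2ac12 had a log2 fold change of -3.58 (adjusted p = 6.01e-11) from EoM BM to EoH PB, though histone genes are near copies of each other and may share signal. The camera adjusted p from EoH BM to EoH PB was 2.10e-38 for mitosis and 3.20e-29 for histones, and both stayed past the threshold with an estimated correlation. From EoM BM to EoH BM they were 1.43e-05 and 4.02e-05, and 0.267 for both with an estimated correlation. Neutrophil primary granule genes fell with the cell cycle genes between marrow and blood, as 7 of 7 measured fell and none rose (7 and 0 adjusted over the list alone). Their mean was 13.09 ± 0.12 (SD, n = 3) in EoPs, 10.06 ± 0.59 (n = 3) in EoM BM, 10.38 ± 0.46 (n = 4) in EoH BM and 6.75 ± 0.76 (n = 3) in EoH PB. With their highest level in EoPs, they are not specific to neutrophils among these sorts. The paper calls its cell cycle terms and its enrichment of E2F motifs compatible with arrest and entry into quiescence along the trajectory. Its flow cytometry, on other mice, found cycling cells among EoM BM but almost none among EoH BM. Among the eosinophil sorts, that step comes before the step with the larger fall in RNA here. The measures are unlike, as flow cytometry gave shares of cells in cycle and the arrays give the mean RNA of a sort. Earlier, the mean of the DNA replication list went from 10.08 in EoPs to 8.58 in EoM BM, across run and beadchip version. From EoH BM to EoH PB it went from 8.26 to 7.40.

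**Figure D1:**
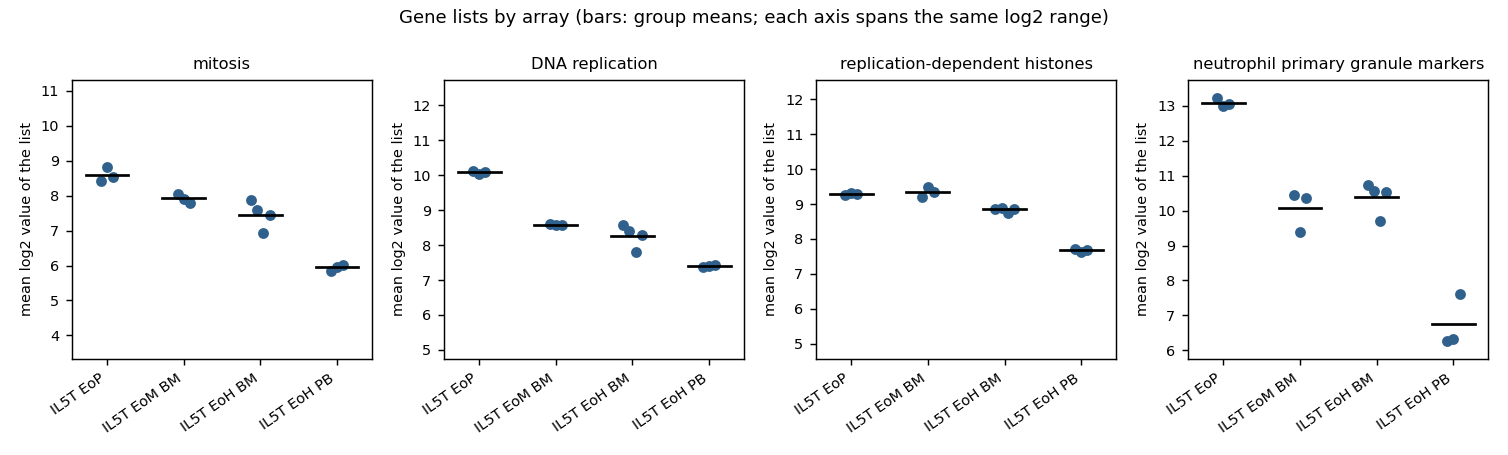
Mean log2 value of the genes of each list on every array, with beadchip effect removed, for EoPs, EoM BM, EoH BM and EoH PB of IL5T mice; points are arrays and bars group means, and each axis spans the same log2 range. The mitosis list averaged 8.59 in EoPs, 7.92 in EoM BM, 7.46 in EoH BM and 5.94 in EoH PB.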

**Figure 4:**
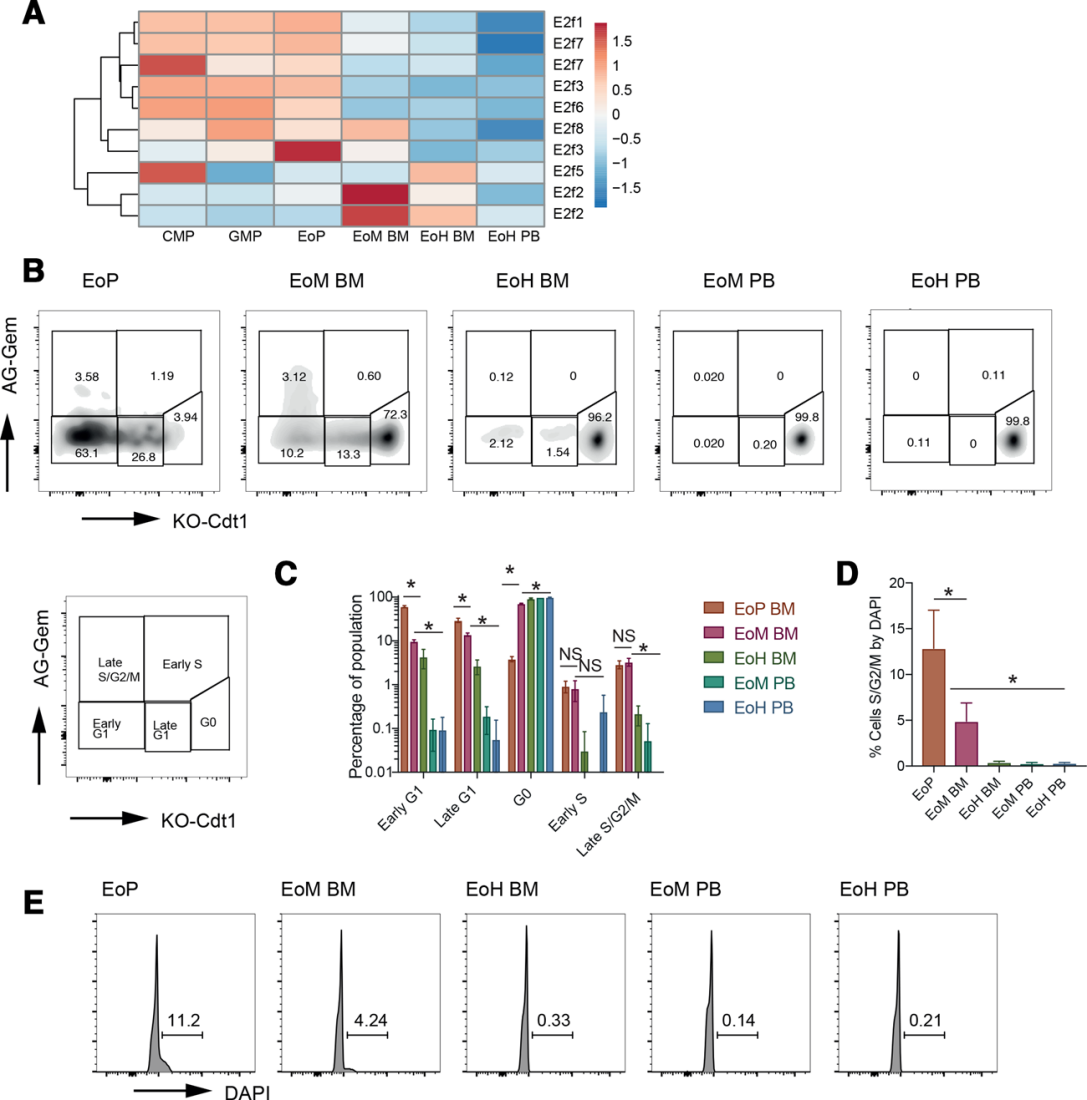
**Cell cycle status in eosinophil lineage populations**. (A) Relative expression of E2F family probes in BALB/c IL5T progenitors and eosinophils. Where gene names are shown twice, the gene was detected with multiple probes. Expression values are normalized to show relative expression of each probe and differences in gene expression are shown on a log_2_ scale. (B) Representative flow cytometry plots of eosinophil lineage populations from Fucci mice with proportions of cells in each gate. Schema of how staining corresponds with cell cycle stage as defined in Tomura et al.^25^ is shown. (C) Quantification of Fucci cell cycle data. Plots show mean ± sd (*n* = 3 indivdual mice). Significance is shown for EoP versus EoM BM and EoM BM versus EoH PB. *p < 0.05. (D) Quantification of S/G_2_/M phase (>2N DNA content) in eosinophil lineage populations by DAPI staining. Mean ± sd (*n* = 4 individual IL5T C57BL/6 mice). Significance is shown for EoP versus EoM BM and EoM BM versus EoH PB. *p < 0.05. (E) Representative histograms of DAPI staining levels by flow cytometry to indicate DNA content of each eosinophil lineage population. Peak represents 2N DNA content (G_1_/G_0_), with the marker covering >2N (S/G_2_/M phases)

To test directly whether EoP, EoM, and EoH populations differed in terms of cell cycle in vivo, we assayed these populations by flow cytometry. In the WT context, we examined eosinophils from transgenic Fucci mice,^17^ in which fluorescent reporters had been linked to proteins Cdt1 and geminin that oscillate inversely during the cell cycle. Cdt1, linked to Kusabira Orange, accumulates during G_1_ and G_0_ and is promptly degraded at the onset of S‐phase. Geminin, fused to Azami‐Green, accumulates in S/G_2_/M phases, and is degraded at the completion of mitosis.^17^, ^24^ In Fucci mice, EoP, EoM, and EoH cells significantly differed in their cell cycle distribution (Fig. 4B and C). EoPs were mostly in early and late G_1_ (consistent with active, albeit slow cycling), whereas EoH in the BM and eosinophils in the PB were almost exclusively in G_0_ (consistent with cell cycle exit^25^). Interestingly, a clear population of cycling (S/ G_2_/M and early/late G_1_) EoM cells were present in the BM.

As IL5T mice were not available on the Fucci background, we examined the DNA content in IL5T eosinophil populations with DAPI to assess cell cycling (Fig. 4D and E). Again, we see that EoP and EoM in the BM have a significant population with >2N DNA content (denoting cells in S/G_2_/M phases), whereas EoH BM and PB eosinophils had almost exclusively 2N content and were likely in G_1_/G_0_ arrest. Together, these data demonstrate that cells become quiescent as they progress along the eosinophil trajectory, and that EoP, EoH, and EoM differ in terms of their cell cycle profiles.

### 3.3 Granule protein production in IL5T mice

The production and release of granule components, including the cytotoxic proteins eosinophil peroxidase (EPX), major basic protein, and eosinophil associated RNAses, are central to eosinophil function. 

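Epx, eosinophil peroxidase, fell between marrow and blood, with a log2 fold change of -2.76 from EoH BM to EoH PB (standard error 0.74, adjusted p = 0.0227 from limma) and -3.45 (adjusted p = 0.00266) from EoM BM to EoH PB. Prg3, a major basic protein homolog, had changes of -3.40 (adjusted p = 0.00241) and -4.43 (adjusted p = 9.33e-05) in the same comparisons. Prg2, the major basic protein, had a change of -0.73 (adjusted p = 0.754) from EoM BM to EoH PB, which did not pass. Of the granule genes drawn in Fig. 5A, 2 of 5 measured fell from EoH BM to EoH PB and none rose (2 and 0 adjusted over the list alone; camera adjusted p = 0.0377, and 0.193 with an estimated correlation). The camera call was lost without EoH BM replicate 1 (adjusted p = 0.0508), EoH PB replicate 1 (adjusted p = 0.122) or EoH PB replicate 2 (adjusted p = 0.0794). The call of Epx from EoH BM to EoH PB was lost without a beadchip term (adjusted p = 0.134) and without any of IL5T EoH BM replicate 1 (adjusted p = 0.0578), IL5T EoH BM replicate 2 (adjusted p = 0.0536), IL5T EoH PB replicate 1 (adjusted p = 0.115) or IL5T EoH PB replicate 2 (adjusted p = 0.0727). That of Prg3 was lost without a beadchip term (adjusted p = 0.0513).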

Analysis of transcript expression for genes associated with granules in IL5T mice (Fig. 5A) peaks when cells are in the BM, consistent with that reported in WT mice.^21^ For some granule genes (*Rnase2b*, *Ear2*, and *Epx*), transcription peaks in EoPs and markedly drops as cells progress through the trajectory, whereas other granule components (*prg2* and *Ear1*) reach peak expression in EoM BM.

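Epx had a normalized log2 value of 14.35 ± 0.04 (SD, n = 3) on the EoP arrays and 12.94 ± 0.12 (n = 3) on the EoM BM arrays before the beadchip effect was removed. With that effect in the model, the change from EoPs to EoM BM was 1.32 with a standard error of 1.01 (adjusted p = 0.404 from limma). It was 3.07 (adjusted p = 0.0325) with the effect taken from CMP arrays alone. With the effect from GMP arrays alone, Epx was lower in EoM BM than in EoPs, without a call. The order of these stages for Epx therefore rests on the beadchip correction. Prg2 had a change of 1.30 from EoPs to EoM BM with a standard error of 1.02 (adjusted p = 0.421), and before removal of the effect lay at 14.16 ± 0.12 in EoPs and 14.60 ± 0.09 in EoM BM. Prg3 rose by 3.25 (adjusted p = 0.0105), a call that was lost with the effect taken from GMP arrays alone (adjusted p = 0.288). Rnase2b was not detected on any array, and no probe is named for Ear1 or Ear2 here.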

**Figure 5:**
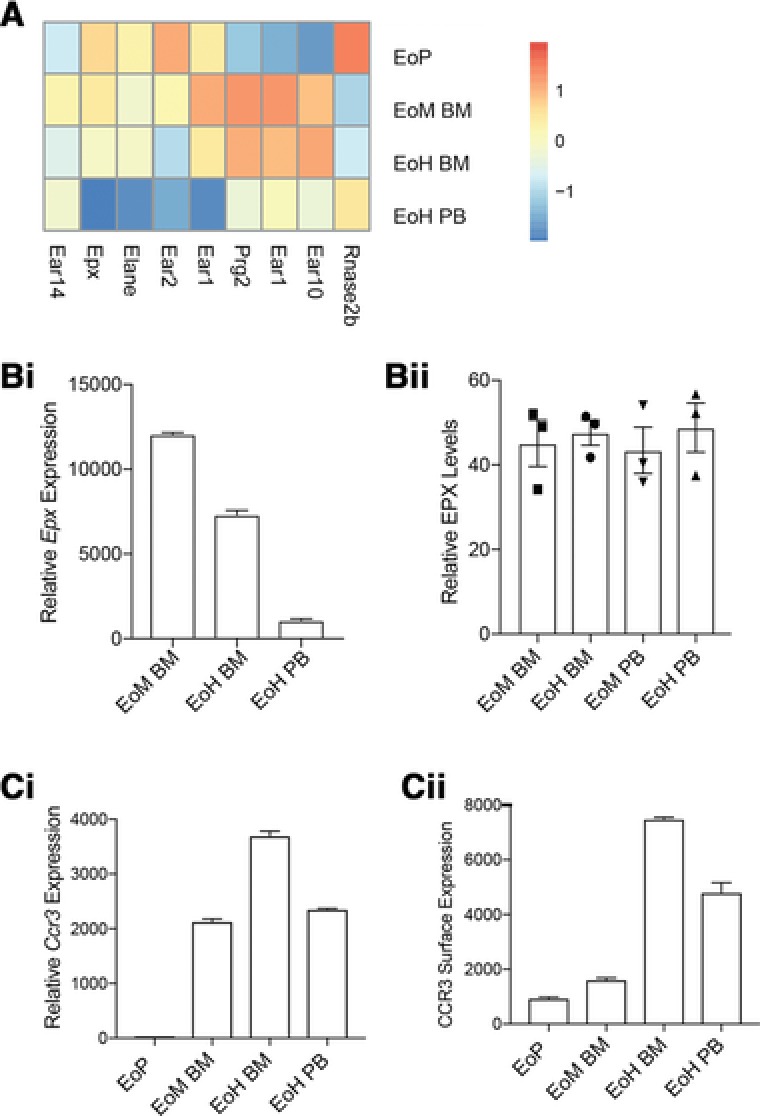
**Granule protein production in IL5T eosinophils**. (A) Heatmap of granule protein gene expression in IL5T eosinophils. Where gene names are shown twice, the gene was detected with multiple probes. *n* for each population as shown in Fig. 2A. Expression values are normalized to show relative expression of each gene and differences in gene expression are shown on a log_2_ scale. (B) Comparison of (i) *Epx* expression in IL5T eosinophil populations from microarray data. (Values are shown on a linear scale) to (ii) ELISA of EPX production by IL5T eosinophil populations showing relative EPX concentration in each population. Error bars show mean ± sem. (C) Comparison of (i) *Ccr3* transcript levels measured by microarray to (ii) CCR3 surface protein levels measured by flow cytometry. Mean + sem

To compare the pattern of transcript production to protein storage, we performed an EPX ELISA on IL5T eosinophil populations (Fig. 5B). EPX protein levels were not significantly different between these populations. This supports the notion that EPX production occurs early in eosinophil development in the BM and is then stored until it is required in the periphery. This is in contrast to the expression of the CCR3, the eotaxin receptor, which has the levels of protein surface expression more correlated with its transcript levels (Fig. 5C).

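Ccr3 had log2 values of 4.97 ± 0.07 (SD, n = 3) in EoPs, where its probe was not detected on any array, 11.07 ± 0.21 (n = 3) in EoM BM, 11.88 ± 0.26 (n = 4) in EoH BM and 11.23 ± 0.03 (n = 3) in EoH PB. It was at least 88.8-fold higher in EoH BM than in EoPs (adjusted p = 7.56e-17 from limma). Its change from EoM BM to EoH PB was 0.16 (adjusted p = 0.810), and from EoH BM to EoH PB -0.65 (adjusted p = 0.0378). The latter call was lost when only these 7 arrays were fitted (adjusted p = 0.0921) and without any of IL5T EoH BM replicate 2 (adjusted p = 0.108), IL5T EoH BM replicate 3 (adjusted p = 0.0543), IL5T EoH BM replicate 4 (adjusted p = 0.104), IL5T EoH PB replicate 1 (adjusted p = 0.0946), IL5T EoH PB replicate 2 (adjusted p = 0.0931) or IL5T EoH PB replicate 3 (adjusted p = 0.103).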

### 3.4 Effects of constitutive IL‐5 on EoPs

EoPs express IL‐5Rα and are responsive to IL‐5 stimulation. Gene expression changes have been examined in BM cells cultured in vitro with IL‐5,^26^ but little is known about the transcriptional differences caused in eosinophil progenitors by chronic IL‐5 stimulation in vivo. We therefore compared the transcription profiles of EoPs, CMPs, and GMPs isolated from IL5T to their counterparts from WT mice. 

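Progenitors were sorted from the marrow of IL5T and WT BALB/c mice, with 3 arrays each of IL5T and WT EoPs, 5 of IL5T and 3 of WT CMPs, and 5 of IL5T and 3 of WT GMPs, each array again a pool of mice. EoPs of both genotypes and all WT progenitors were hybridized in 1 run on beadchip version 2.0, together with 2 IL5T CMP and 2 IL5T GMP arrays, while the other 3 arrays of each IL5T group were on version 1.1 in another run. One IL5T CMP array carries a GMP name among its labels and was kept as CMP by its title and cell type. Detected probes of the 24159 shared ones had a median of 10550 in IL5T CMPs and 10407 in WT CMPs, 10101 and 9930 in GMPs, and 9537 and 9895 in EoPs. The difference between genotypes was fitted in the same model as the eosinophils, and the difference of the effect between cell types as an interaction.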

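In IL5T EoPs, lists of protein folding, amino acid supply and cholesterol synthesis shifted up against WT EoPs, and the interferon response shifted down. Of STAT5 targets, 5 of 17 measured genes rose and 1 fell (5 and 1 adjusted over the list alone), with Socs2 at 2.91 (standard error 0.24, adjusted p = 1.96e-08 from limma), Cish at 2.24 (adjusted p = 4.59e-07) and Bcl6 at -1.95 (adjusted p = 4.31e-04) (camera adjusted p = 0.0108; adjusted p = 0.0534 with an estimated correlation, which passed without IL5T EoP replicate 2 (adjusted p = 0.0317) or WT EoP replicate 2 (adjusted p = 0.0415)). For the unfolded protein response, 10 of 22 measured genes rose and none fell (14 and 0 adjusted over the list alone), with Kdelr3 at 2.89 (adjusted p = 3.19e-07), Derl3 at 1.89 (adjusted p = 7.85e-06) and Sdf2l1 at 1.32 (adjusted p = 2.36e-04). Among ATF4 targets and genes of amino acid supply, 9 of 23 measured genes rose and none fell (10 and 0 adjusted over the list alone), with Mthfd2 at 1.76 (adjusted p = 4.80e-06) and Trib3 at least 2.13-fold higher (adjusted p = 1.32e-04), though another Trib3 probe, detected on 4 arrays, had a change of -0.05 (adjusted p = 0.955). For cholesterol synthesis, 7 of 15 measured genes rose and none fell (10 and 0 adjusted over the list alone), with Mvd at 1.20 (adjusted p = 1.34e-04). Interferon genes went the other way, as 6 of 20 measured genes fell and none rose (8 and 0 adjusted over the list alone), with Lgals3bp at -1.76 (adjusted p = 5.64e-05) and Ddx58 at -1.18 (adjusted p = 1.14e-04). Ifi27l2a had a log2 value of 6.05 ± 0.14 (SD, n = 3) in IL5T and 8.05 ± 1.19 (n = 3) in WT EoPs (adjusted p = 0.00434 from limma, and 0.0944 when only these 6 arrays were fitted). With camera, the adjusted p was 3.52e-11, 4.54e-08, 8.38e-07 and 6.99e-06 for these 4 lists, and each stayed past the threshold with an estimated correlation. For cholesterol synthesis that was lost without IL5T EoP replicate 1 (adjusted p = 0.0681). The number that rose there was 4 without IL5T EoP replicate 1, 3 without IL5T EoP replicate 2, 4 without IL5T EoP replicate 3, 3 without WT EoP replicate 1, 4 without WT EoP replicate 2 and 4 without WT EoP replicate 3. Of stem and multipotent progenitor markers, 5 of 14 measured genes fell and none rose (6 and 0 adjusted over the list alone), with Cd27 at -1.19 (adjusted p = 0.00352) (camera adjusted p = 4.33e-04, and 0.0534 with an estimated correlation). The latter passed without IL5T EoP replicate 1 (adjusted p = 0.0452) or WT EoP replicate 2 (adjusted p = 0.0415), and the number that fell was 3 without WT EoP replicate 3. Mfsd2a rose by 4.01 (adjusted p = 2.89e-12), Slamf9 by 3.70 (adjusted p = 5.16e-07) and the survival gene Bcl2a1b, which has near copies, by 3.04 (adjusted p = 3.38e-06). Dgkk had a log2 fold change of -3.25 (adjusted p = 2.46e-14) and the adhesion gene Alcam one of -2.79 (adjusted p = 2.98e-05). Mast cell and basophil markers also moved: 2 of 10 measured genes fell and none rose (4 and 0 adjusted over the list alone), Cpa3 and Kit (camera adjusted p = 0.0126, and 0.345 with an estimated correlation). The camera call was lost without IL5T EoP replicate 3 (adjusted p = 0.106), and another detected Kit probe had a change of -0.86 (adjusted p = 0.161). Hba-a1, which has near copies, ranged from 10.63 to 11.91 over the WT and from 4.81 to 7.34 over the IL5T EoP arrays, a change of -5.12 (adjusted p = 0.0303). That call was lost when any 1 of 5 EoP arrays was left out (adjusted p from 0.0614 to 0.125) and with the version effect from CMPs alone (0.0501). The carbonic anhydrase Car1 had a change of -3.28 (adjusted p = 0.00272). Erythroid markers did not pass as a list (camera adjusted p = 0.0713), as 2 of 10 measured genes fell and none rose (3 and 0 adjusted over the list alone).

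**Figure D2:**
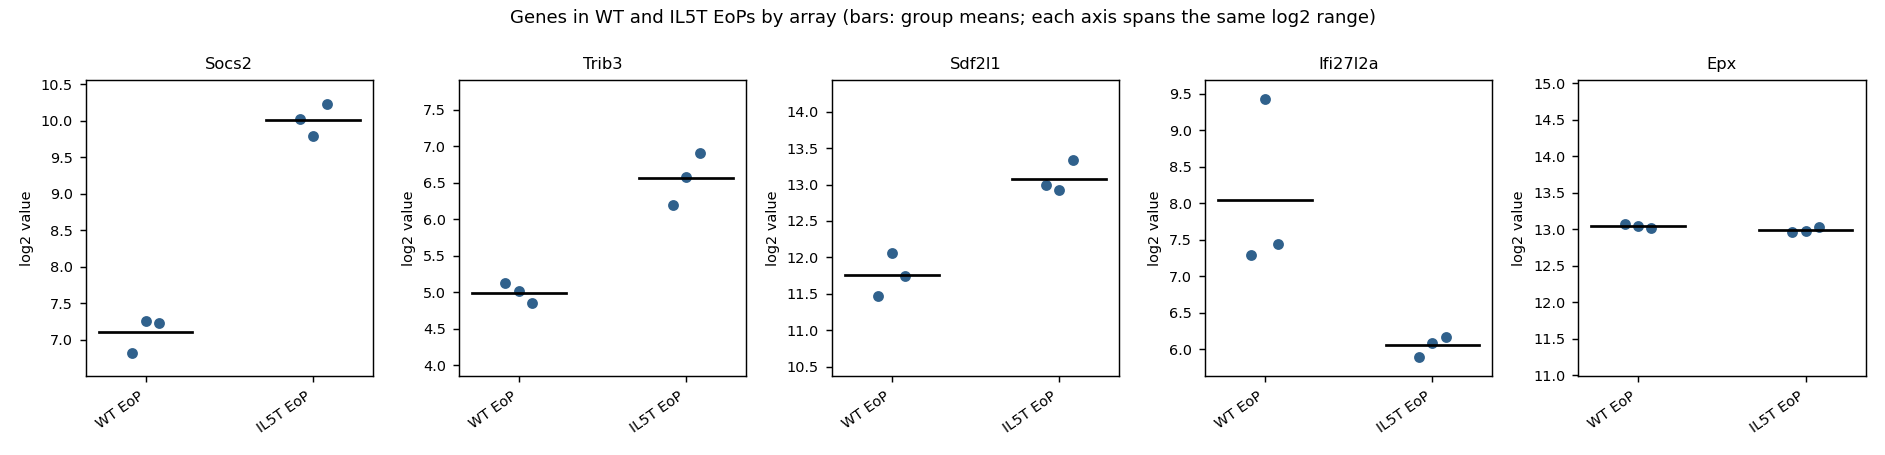
Log2 values of 5 genes on each array of WT and IL5T EoPs, 3 arrays each; points are arrays and bars group means, and each axis spans the same log2 range. Socs2, Trib3 and Sdf2l1 were higher in IL5T EoPs and Ifi27l2a lower, and the change of Epx was -0.06 on the log2 scale.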

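Between IL5T and WT mice, 907 probes were higher and 857 lower in EoPs, 83 and 84 in CMPs, and 14 and 4 in GMPs, each at limma's adjusted p under 0.05. The granule genes Epx and Prg3 were higher in IL5T CMPs, by 4.09 (adjusted p = 0.00898) and 4.19 (adjusted p = 0.00427), and in IL5T GMPs, by 5.75 (adjusted p = 0.00111) and 4.72 (adjusted p = 0.00665), with Ear3, which has near copies, at 4.94 (adjusted p = 0.0232) in GMPs. Another Ear3 probe, detected on 28 arrays, had a change of 6.75 (adjusted p = 1.55e-07) in GMPs and was not followed in the other settings. The amino acid transporter Slc38a5 and the blood group gene Ermap had changes of -3.44 (adjusted p = 3.10e-05) and -3.14 (adjusted p = 1.95e-07) in CMPs. Of erythroid markers, 3 of 10 measured genes fell and none rose (5 and 0 adjusted over the list alone) in CMPs (camera adjusted p = 9.94e-09, and 0.0584 with an estimated correlation). The latter passed without IL5T CMP replicate 2 (adjusted p = 0.0460), and the number that fell was 0 without IL5T CMP replicate 4, 0 without WT CMP replicate 1 and 0 without WT CMP replicate 3. Azin2 was at least 3.42-fold higher in IL5T CMPs (adjusted p = 1.51e-07). The effect of the transgene differed between EoPs and GMPs in 788 probes and between EoPs and CMPs in 835. Of 100 splits of the arrays into groups of the same sizes, the real one included, 3 gave as many for GMPs and 7 for CMPs. These splits mixed the genotypes in both cell types, so they do not test for an equal effect. The first count was 508 without IL5T GMP replicate 5, 521 without WT GMP replicate 2, 525 without WT EoP replicate 1, 1504 with arrays scaled to a common median and 59 with replicate number as a block. The second was 510 without IL5T CMP replicate 4 and 89 with the block. Within the run that holds all 3 cell types, limma called 1567 probes in EoPs, 7 in GMPs and 0 in CMPs (960 in CMPs at an unadjusted p under 0.05), and none of the CMP and GMP genes named here passed. With these fewer arrays Epx had changes of 5.14 (adjusted p = 0.799) in CMPs and 4.70 (adjusted p = 0.102) in GMPs, and Prg3 of 5.25 (adjusted p = 0.727) and 3.67 (adjusted p = 0.0789). Ear3 had one of 4.32 (adjusted p = 0.659) in GMPs, and in CMPs Slc38a5 had -3.37 (adjusted p = 0.504), Ermap -3.06 (adjusted p = 0.258) and Azin2 2.22 (adjusted p = 0.259). In the whole model, Epx in CMPs was lost without IL5T CMP replicate 4 (adjusted p = 0.105) or WT CMP replicate 1 (adjusted p = 0.0918), Prg3 in CMPs without IL5T CMP replicate 4 (adjusted p = 0.0548) or WT CMP replicate 1 (adjusted p = 0.0502), Prg3 in GMPs without WT GMP replicate 3 (adjusted p = 0.0504) and Ear3 in GMPs without IL5T GMP replicate 4 (adjusted p = 0.0528), WT GMP replicate 1 (adjusted p = 0.126) or WT GMP replicate 3 (adjusted p = 0.0920). The number of changed probes was 1113 without WT EoP replicate 1 and 1175 without WT EoP replicate 3 in EoPs, and 10 without IL5T GMP replicate 4 and 9 without WT GMP replicate 3 in GMPs. It was 10 in CMPs and 5 in GMPs with replicate number as a block, the lowest of the settings with all arrays, and 298 and 46 without a beadchip term, the highest. The paper takes its counts to point to a major influence of the cytokine on cells committed to the eosinophil lineage.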

In EoPs, the influence of IL‐5 stimulation was prominent with 325 DE probes (Fig. 6A), as opposed to the few significantly DE genes in the CMPs and GMPs (51 and 11 probes, respectively, at a false discovery rate of <0.05), suggesting IL‐5 stimulation has a major influence on cells committed to the eosinophil lineage.

**Figure 6:**
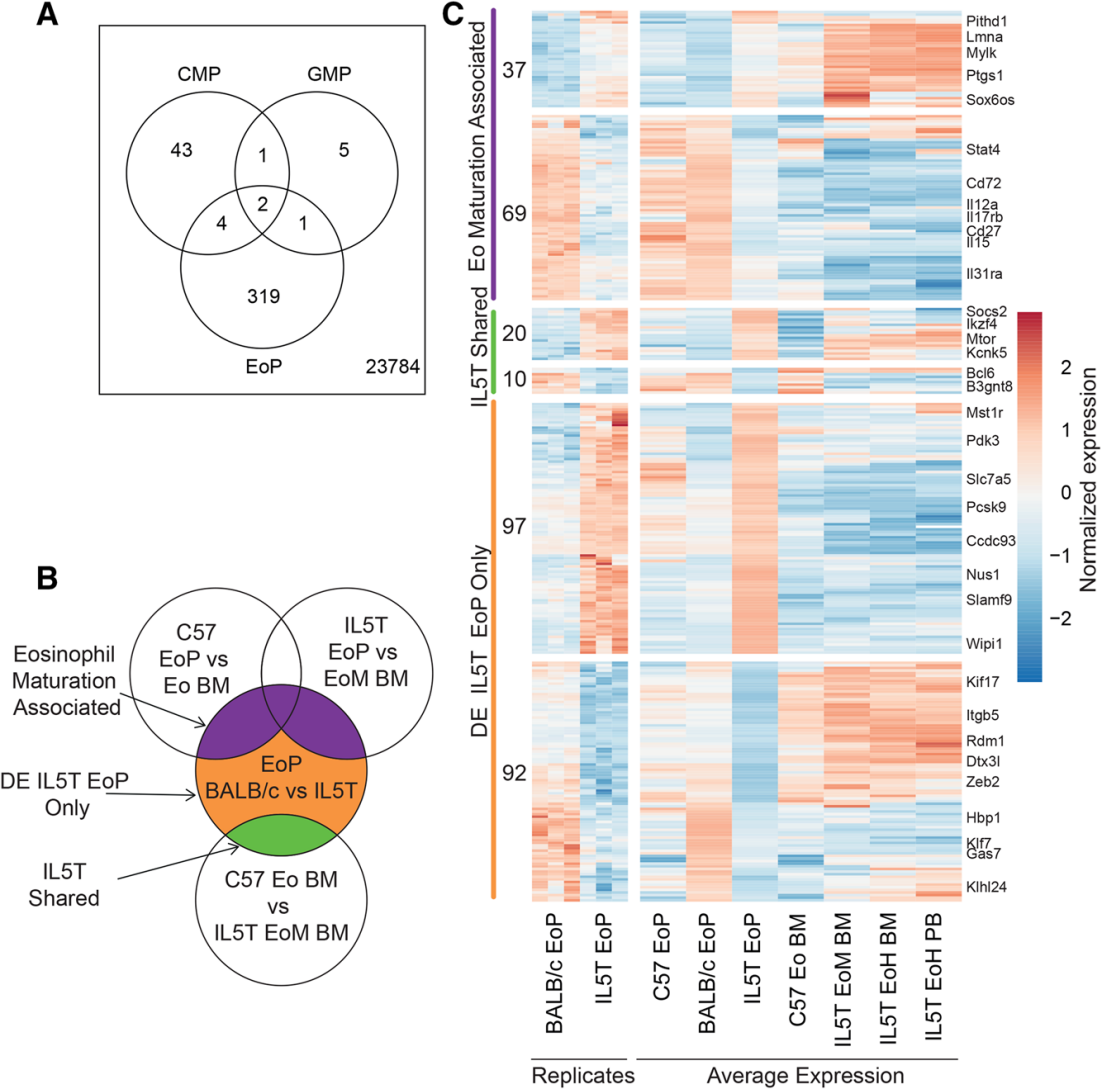
**Transcriptional differences between wild type (WT) and IL5T progenitors**. (A) Venn diagram showing overlap of differentially expressed (DE) genes (FDR < 0.05) between WT BALB/c and IL5T BALB/c progenitor populations. (B) Schema showing division of IL‐5 responsive genes in EoPs (BALB/c EoP v IL5T BALB/c EoP) into 3 groups as shown on the Venn diagram. (C) DE genes between WT BALB/c and IL5T BALB/c EoPs. Expression in individual replicates of these cell types is shown to the left. Average expression in relevant cell types for these comparisons is shown to the right. Genes are grouped according to the scheme in (B). Numbers of probes in each group are listed on the left and select gene names are shown on the right. Full details of genes are given in Supplementary Tables 1 and 3. Heatmap is colored according to mean normalized expression. Genotypes labeled BALB/c = WT BALB/c, C57 = WT C57BL/6, and IL5T = IL5T BALB/c. FDR < 0.05 for all comparisons

We examined the expression of EoP IL‐5‐responsive genes in the eosinophil‐committed section of the eosinophil trajectory (from EoP to EoH PB; Fig. 6B and C). There were 3 major groups of genes (Fig. 6C): (1) those that were DE from EoP to eosinophils, which we considered associated with maturation, (2) those that were generally IL‐5 responsive, that is, not DE during maturation but also DE between WT and IL5T eosinophils—termed IL‐5 shared, and (3) those which did not fall into either previous category, so were only responsive to IL‐5 in EoPs (Supplementary Tables 1 and 3).

More than half the differential expression (58%) is due to specific effects of IL‐5 on EoPs, with few genes DE due to a general IL‐5 effect on both EoPs and eosinophils. 

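Of the 1764 probes that differed between IL5T and WT EoPs, 1175 also changed from IL5T EoPs to EoM BM, or 66.6%, against 28.9% for independent lists. Both comparisons use the same IL5T EoP arrays. In 100 simulations of noise alone, with as many probes taken as called, the share was 43.3% on average. Directions were opposite in 95.6% of the shared probes there, and in 78.2% here. Unlike the simulations, these data hold real differences between the cell types. The simulated values are therefore no chance level for these data, and no conclusion on direction is drawn. Against the mean of IL5T and WT EoPs, whose chance values do not go with the genotype difference, the share was 64.0% (29.7% for independent lists), with opposite directions in 64.2%, a comparison chosen after the data were seen. Eosinophils of other strains, which the paper's grouping also uses, were not analysed here.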

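The 6 cytokine signalling genes named in the paper's sentence were lower in IL5T EoPs than in WT EoPs. The list tested here holds these and Cd27, which that sentence does not name, and all 7 fell (7 adjusted over the list alone). The study chose the 6 genes on these arrays, so their direction is not independent evidence. Il12a had a log2 fold change of -1.69 (adjusted p = 0.00718) from limma, Il15 of -1.57 (adjusted p = 9.22e-06), Il31ra of -2.01 (adjusted p = 1.69e-06), Cd72 of -2.55 (adjusted p = 0.00197) and Stat4 of -1.21 (adjusted p = 0.00262), and Il17rb was lower too (adjusted p = 1.80e-05). From IL5T EoPs to EoM BM, 4 of the 7 fell and none rose (6 adjusted over the list alone; camera adjusted p = 0.0220, and 0.224 with an estimated correlation). The camera call was lost without EoM BM replicate 2 (adjusted p = 0.0543).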

A total of 33% of the EoP IL‐5 responsive genes were associated with eosinophil maturation including down‐regulation of cytokine signaling genes *Il12a*, *Il17rb*, *Il15*, *Il31ra, Cd72*, and *Stat4*.

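Granule genes did not pass the test between IL5T and WT EoPs. Epx had a log2 value of 12.99 ± 0.04 (SD, n = 3) in IL5T and 13.04 ± 0.02 (n = 3) in WT EoPs, with adjusted p = 0.988 from limma. Before the beadchip effect was removed, Epx lay at 14.35 in IL5T EoPs, where the highest deposited value of any probe was 14.77. A test this near the top of the range may miss a difference. Prg2 had a change of -0.05 (adjusted p = 0.990), Prg3 of -0.31 (adjusted p = 0.909) and Ear3 of -0.19 (adjusted p = 0.959). None of the 5 measured granule genes rose or fell (0 and 0 adjusted over the list alone). Ear3 has near copies, so its probe may share their signal.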

Notably, genes involved in granule production were not significantly affected by IL‐5 stimulation in EoPs, despite being an early sign of EoP differentiation from less committed progenitors.

In summary, our data show that there are 2 different populations of eosinophils in IL5T and WT mice by Siglec‐F expression, which are transcriptionally distinct and differ in cell cycle profile. These populations follow a linear trajectory as assessed by transcriptional changes from EoP to EoM to EoH in the BM, and then to EoH in the periphery, and even among the eosinophils there is a gradient of cell cycle status, with cells trending toward quiescence. Our analyses provide a key platform for discovery of potential eosinophil lineage‐specific genes (such as the transcription factors *Arnt, Hic1*, *Hoxc9*, *Zfp689*, and *Zfp282)* that have been revealed by assessing the transcriptional changes that occur across the eosinophil trajectory.

Our dataset is presented as a resource to the eosinophil community and it enables comparison of several eosinophil and progenitor subsets on different genetic backgrounds. We have provided the outcomes of relevant comparisons in Supplementary Tables 1–3. Raw transcriptional data are available to download from GEO (GSE112010) or it can be directly visualized and compared to a comprehensive collection of hematopoietic cell types from diverse lineages at haemopedia.org.

## DISCLOSURE

This work was partially supported by funding from CSL to D.H

## Supporting information

Supplementary Methods

tableS1

tableS2

tableS3

# Supplementary material for: Transcriptional profiling of eosinophil subsets in interleukin‐5 transgenic mice
**Source:** J Leukoc Biol. 2018 May 14;104(1):195–204. doi: 10.1002/JLB.6MA1117-451R
**Supplement:** Supplementary file 1 — Supplementary Methods

Supplementary Methods

DNA content analyses

Bone marrow and blood cells were red cell lysed and stained for surface markers as described in the “Cell purification” section of the methods. Stained cells were fixed and permeabilised in 250 μ L cytofix/cytoperm solution (BD) for 30 minutes on ice, washed twice with 1x perm/wash solution (BD). 200 μ L DAPI working solution (10 μ g/mL DAPI in 1x perm/wash) was added per 2x10⁶ stained cells, and incubated at room temperature for 30 minutes. Cells were washed with >10 volumes of 1x perm/wash, resuspended at 2x10⁷ cells per mL in perm/wash, filtered and analysed on a BD LSRII flow cytometer (BD Bioscience).

Cytocentrifuge preparations

Cytocentrifuge samples (between 20000 and 100000 cells) were spun onto Superfrost slides (Thermo Scientific – Menzel Glaser) at 500rpm, with low acceleration then air-dried. Slides were fixed for 10 minutes in methanol, then stained for 5 minutes in May-Grunwald's stain (Merck) followed by 20 minutes in 5% Geimsa stain (Merck) made up with pH 6.8-buffered water (Merck). Finally, slides were washed for 1 minute with gentle agitation in pH-6.8 buffered water, followed by 2x 30 second washes in deionised water. Slides were then air-dried and coverslipped (Menzel-Glaser). Images were acquired on a Nikon 90i microscope using a 100x objective and Nikon Digital Camera DXM1200C. Image analysis was performed using Adobe Photoshop.

EPX ELISA

Sorted cells were lysed in 0.22% hecadecyltrimethylammonium bromide (Sigma H5882)/0.3M sucrose (Fluka 84100) buffer at a concentration of 600,000 eosinophils per 0.5mL buffer, then ELISA performed using detection antibody, anti-EPX-bi (MM25-82.2.1-bi) according to method outlined in [1].

Transcript analysis by reverse transcription (RT) and qPCR

Total RNA was prepared using Qiagen RNeasy Mini or Micro kit according to manufacturer's instruction. cDNA was generated by reverse transcription using the SuperScript III First-Strand Synthesis System (Invitrogen) according to the manufacturer's instructions. qPCR was performed using FastStart Essential DNA Probes Master (Roche), PCR primers, and hydrolysis probes from the Universal ProbeLibrary (Roche) in a LightCycler 480 (Roche). The transcripts of the housekeeping gene Vamp3 were used for normalization of the samples.

RNA Isolation, amplification, and hybridization for microarrays

Total RNA was isolated from purified cell populations using RNeasy Micro/Mini kits (Qiagen). Each purified RNA sample was assessed for quality and integrity using the 2100 Bioanalyzer (Agilent Technologies).

RNA was amplified according to the manufacturer's instructions with the Illumina Total Prep RNA Amplification Kit (Ambion). The quality of the labeled product was again ascertained using the Agilent Bioanalyzer 2100. Labeled cRNA

was then hybridized to Illumina MouseWG-6 V 1.1 or 2.0 Expression BeadChips according to the manufacturer's instructions at the Australian Genome Research Facility.

Microarray analysis

We restricted our microarray analyses to a curated selection of probes that were supported by an Ensembl transcript [2] and that were found on both V1.1 and V2.0 beadchips. This resulted in 24159 probes covering 16973 genes. The dataset was normalized with the normexp background correction followed by quantile normalization [3]. A batch correction based on the beadchip version was applied to the linear model for plotting and differential expression analyses. 

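The beadchip version had an effect past limma's adjusted p in 6024 of the 24159 probes, or 24.9%. It is measured only where 1 group lies on both versions, which holds for the IL5T CMPs and GMPs. Their arrays of each version lay in different runs, neither of which held the eosinophils. For the granule genes the CMPs and GMPs gave different effects. In Epx it was 4.48 on the log2 scale from CMPs and 0.97 from GMPs, and in Prg3 4.87 and 1.35. Epx itself lay between 5.71 and 8.46 on the 3 IL5T CMP arrays of version 1.1 and at 10.48 and 12.87 on the 2 of version 2.0.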

Pairwise comparisons were made using linear modeling and empirical Bayes moderated t statistics [4]. The false discovery rate (FDR) was controlled by using the Benjamini-Hochberg algorithm [5]. Probes with $FDR < 0.05$ were considered to be differentially expressed. The multidimensional scaling plot of distances between cell types was made using the plotMDS function in the *limma* package in R [6]. Heatmaps were generated using the *pheatmap* package in R with clustering by the “complete” method [7].

Clustering

Samples were clustered using only genes with variance > 2 . Distance between samples was calculated with Euclidean distance with these genes. Multidimensional Scaling plots (MDS plots) were calculated using the plotMDS function in *limma* [6]. After averaging the samples, the algorithm selects the top 500 genes by standard deviation between each pairwise comparison of cell types. These were used to calculate the Euclidean distance, which is used to form the plot.

RNASeq Analysis

Aligned counts from accession number GSE69707 [8] were obtained from the Gene Expression Omnibus [9]. Where there were multiple transcripts for a single gene, the transcript with the highest average expression across all cell types was selected. Differential expression analysis utilised the edgeR [10] and limma [6] software packages in R. Genes were selected as differentially expressed if they had an adjusted p value < 0.05 after Benjamini-Hochberg correction and log2 fold change < 0.5 .

Gene set testing

Gene sets were downloaded from the Molecular Signatures Database (www.broadinstitute.org/gsea/msigdb) [11]. Human gene identifiers were mapped to mouse orthologues as described in [12]. Enriched gene sets were identified with Fisher's exact test, and p values were adjusted with Benjamini-Hochberg correction [5]. Gene sets listed had an adjusted p values < 0.05 .

Minimum Spanning Tree

When forming the minimum spanning tree [13], the data was averaged for each cell type and top 500 genes with the highest standard deviation between each pair of samples was selected with the “pairwise” setting of plotMDS from the R package *limma* [6]. The Euclidean distance between each cell type was calculated

with these probes and this value was used to determine the minimum spanning tree with the *vegan* package in R [14].

In brief, a minimum spanning tree (MST) is calculated by assuming that cell types that have gene expression profiles that are very similar to each other are closely related, and we have used this information to infer the relationships between our cell types. An MST is a type of graph that is able to connect the cell types together in such a way that the connections between them are minimum. We have calculated the distance between the cell types based on Euclidean distance, and connected all the cells without loops so that the total distances used are minimum.

1. Ochkur, S. I., Kim, J. D., Protheroe, C. A., Colbert, D., Condjella, R. M., Bersoux, S., Helmers, R. A., Moqbel, R., Lacy, P., Kelly, E. A., Jarjour, N. N., Kern, R., Peters, A., Schleimer, R. P., Furuta, G. T., Nair, P., Lee, J. J. & Lee, N. A. (2012). A sensitive high throughput ELISA for human eosinophil peroxidase: A specific assay to quantify eosinophil degranulation from patient-derived sources. *J. Immunol. Methods* **384**, 10–20.
2. Barbosa-Morais, N. L., Dunning, M. J., Samarajiwa, S. A., Darot, J. F. J., Ritchie, M. E., Lynch, A. G. & Tavaré, S. (2009). A re-annotation pipeline for Illumina BeadArrays: Improving the interpretation of gene expression data. *Nucleic Acids Res.* **38**, e17.
3. Shi, W., Oshlack, A. & Smyth, G. K. (2010). Optimizing the noise versus bias trade-off for Illumina whole genome expression BeadChips. *Nucleic Acids Res.* **38**, e204.
4. Smyth, G. K. (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments. *Stat. Appl. Genet. Mol. Biol.* **3**, Article3.
5. Benjamini, Y. & Hochberg, Y. (1995). Benjamini Y, Hochberg Y. Controlling the false discovery rate: a practical and powerful approach to multiple testing. *J. R. Stat. Soc. B* **57**, 289–300.
6. Ritchie, M. E., Phipson, B., Wu, D., Hu, Y., Law, C. W., Shi, W. & Smyth, G. K. (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res.* **43**, e47.
7. Kolde, R. (2015). pheatmap: Pretty Heatmaps R Package version 1.0.8.
8. Bouffi, C., Kartashov, A. V., Schollaert, K. L., Chen, X., Bacon, W. C., Weirauch, M. T., Barski, A. & Fulkerson, P. C. (2015). Transcription Factor Repertoire of Homeostatic Eosinophilopoiesis. *J. Immunol.* **195**, 2683–

9. Edgar, R., Domrachev, M. & Lash, A. E. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res.* **30**, 207–210.
10. Robinson, M. D., McCarthy, D. J. & Smyth, G. K. (2009). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139–140.
11. Liberzon, A., Subramanian, A., Pinchback, R., Thorvaldsdóttir, H., Tamayo, P. & Mesirov, J. P. (2011). Molecular signatures database (MSigDB) 3.0. *Bioinformatics* **27**, 1739–1740.
12. de Graaf, C. A., Choi, J., Baldwin, T. M., Bolden, J. E., Fairfax, K. A., Robinson, A. J., Biben, C., Morgan, C., Ramsay, K., Ng, A. P., Kauppi, M., Kruse, E. A., Sargeant, T. J., Seidenman, N., D'Amico, A., D'Ombrian, M. C., Lucas, E. C., Koernig, S., Baz Morelli, A., *et al.* (2016). Haemopedia: An Expression Atlas of Murine Hematopoietic Cells. *Stem Cell Reports* **7**, 571–582.
13. Prim, R. C. (1957). Shortest Connection Networks And Some Generalizations. *Bell Syst. Tech. J.* **36**, 1389–1401.
14. Oksanen, J., Blanchet, F. G., Kindt, R., Legendre, P., Minchin, P. R., O'Hara, R. B., Simpson, G. L., Solymos, P., Stevens, M. H. H. & Wagner, H. (2015). *vegan: Community Ecology Package*. R package version 2.3-1. <http://CRAN.R-project.org/package=vegan>

Supplementary Figure 1

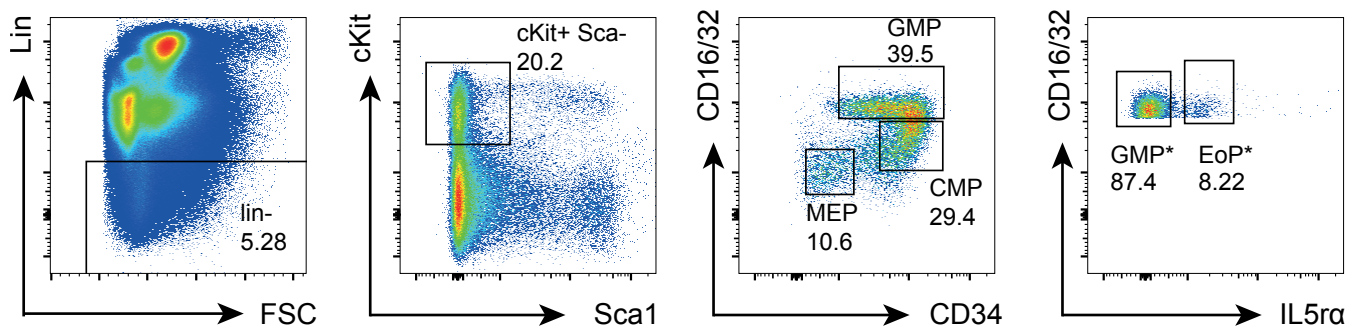

Supplementary Figure 1: Gating scheme of progenitors for transcriptional analysis

Scheme showing the gating strategy for CMPs, GMPs and EoPs for transcriptional analysis. Cells have been pregated to exclude doublets, debris and dead cells. Initial gates are set according to Akashi et al (2000), with the GMPs further divided into GMP* and EoP* using IL5Rα. This gating strategy was used to ensure that GMPs and EoPs did not overlap.

How the deposited data were processed for this re-analysis (not part of the article)

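Gene expression had been measured on Illumina MouseWG-6 beadchips, with 32 arrays in 9 groups: from IL5T mice 5 of CMPs, 5 of GMPs, 3 of EoPs, 3 of EoM BM, 4 of EoH BM and 3 of EoH PB, and from WT BALB/c mice 3 each of CMPs, GMPs and EoPs. Each array holds RNA pooled from mice 7 to 12 weeks old. The arrays come from 3 runs, 16 on version 1.1 and 16 on version 2.0. The authors deposited the probe intensity of each array, read from the scanner and not normalized between arrays, and whether a background had been subtracted is not stated. The authors also deposited a detection p-value for each intensity, computed against negative controls that are not among the deposited probes. The authors' deposited log2 values had been made by normexp background correction, with options not stated, and quantile normalization of both versions together, and held the 24159 probes on both versions. The deposited log2 values differed from those made here by at most 0.16; the latter were used throughout.

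From the intensity, background was corrected with the normexp model of limma 3.58.1 in R 4.3.3, using negative controls inferred from the detection p-values, separately for each beadchip version and with an offset of 16. The shared probes were then quantile normalized over all arrays on the log2 scale. limma's lmFit and eBayes were fitted with a mean for each group and a term for beadchip version, leaving 22 residual degrees of freedom, and p-values were adjusted by Benjamini and Hochberg over all 24159 probes with a threshold of 0.05. Probes were named by the platforms' gene annotation, updated to current RefSeq symbols, with probes of several genes or none left unnamed, which gave 15187 genes, and the probe with the highest mean over all arrays stood for its gene. For means per group, plots, clustering and the tree, the version effect was removed with limma's removeBatchEffect; lowest and highest levels of single genes are given with the version effect in place.

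The comparisons were between consecutive stages, between the pairs the paper uses for trajectory genes, and between IL5T and WT for each progenitor, with an interaction for the difference between progenitors. Distances between group means used the 500 probes most different in each pair, and clustering used 923 probes with variance above 2, Euclidean distance and complete linkage. 36 gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated one. Groups, comparisons, lists, alternatives and the rule for naming genes were fixed before the data were examined, though the paper's tables had been seen. Named genes are the 10 with the largest rise and the 10 with the largest fall in each comparison among called genes whose arrays do not overlap, genes the paper names, and up to 4 called members of each list with the largest change. Predicted genes and unnamed probes were skipped, and the text prints a selection. Members of the lists outside that rule, such as Xist, Kdm5d and Uty, are given only as markers of sex or cell type.

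The model was tested on simulated data with 200 changed probes in each comparison. It recovered 64% to 84% of changes of 1 on the log2 scale and 93% to 99% of changes of 2, with 9 to 14 false calls. Alternatives covered the authors' deposited values, background correction, normalization, probe filters, the version term, runs, array weights, replicate numbers as a block, thresholds and each array left out. Between 8360 and 10929 probes were detected per array, and the small number of arrays limits precision. C57BL/6 arrays, RNA sequencing, flow cytometry, PCR and protein measurements of the paper were not analysed here. Plots were made with matplotlib 3.10.9 in Python 3.11.15.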

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

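The tests on the granule genes and on the cell cycle genes were chosen after the results they measure had been seen.

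IL5T and WT EoPs, hybridized in 1 run on 1 beadchip version, differed in 1764 probes (1113 without WT EoP replicate 1 and 1175 without WT EoP replicate 3). Mature eosinophils in the IL5T EoP sort would raise genes that are abundant in EoM BM (log2 above 10) and low in WT EoPs (log2 below 6), where their levels differ by a median of 6.28. These 22 genes had a median change of 0.236 (95% bootstrap interval from 0.0656 to 0.366), which neither excludes a small share of such cells nor shows it, although the EoP gate asks for cKit and CD34. The genes were chosen as low on the same WT arrays, which by itself can raise this median. The interval resamples genes and not arrays, so it does not measure the spread between pools. A difference in sex between the pools stays open too: the largest change among the sex-linked genes was 1.04 in size, in Kdm5d (-1.04), with Eif2s3y at -0.77, Uty at 0.07 and Xist at 0.53. RNA of other cells in the EoP sorts was not tested as a source. Hba-a1 ranged from 10.63 to 11.91 over the WT and from 4.81 to 7.34 over the IL5T EoP arrays. Camp ranged from 8.50 to 10.42 and from 6.81 to 8.11, while the ranges of Ltf and Ngp overlapped. The STAT5 targets had a median change of 0.439 and passed the set test (adjusted p = 0.0108; 0.0534 with an estimated correlation), which is in line with signalling through the IL-5 receptor and does not exclude the other explanations.

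Neither Epx nor Prg2 was higher in EoPs than in EoM BM after correction. The 2 groups lie on different beadchip versions, so this order rests on the version effect measured in CMPs and GMPs. RNA of eosinophils or their precursors in the IL5T CMP arrays on version 2.0 is a candidate source of that effect, although the CMP gate asks for cKit and CD34: Epx ranged from 10.48 to 12.87 there and from 5.71 to 8.46 in those on version 1.1, and over Epx, Prg2, Prg3 and Ear3, the effect from CMP arrays lay above that from GMP arrays by a median of 2.99. With the effect from GMP arrays alone, Epx had a change of -0.43 from EoPs to EoM BM, against 3.07 (adjusted p = 0.0325), the only setting that called it, from CMP arrays alone. A true difference between EoPs and EoM BM stays open, since no group of eosinophils lies on both versions.

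Cell cycle lists shifted down from EoM BM to EoH BM (mitosis 5 of 38 genes down, median -0.52; DNA replication 5 of 34 down and 1 up, median -0.36; 5 and 11 down adjusted over the list alone; both camera calls lost with an estimated correlation, adjusted p = 0.267 and 0.365), and again from EoH BM to EoH PB, and RNA of immature neutrophils and erythroid cells in the marrow sorts was weighed as a source. The first shift rests largely on EoH BM replicate 3, without which the medians were -0.19 and -0.14, and with 1 array left out the mitosis count was 12 without EoH BM replicate 1, 3 without EoH BM replicate 3, 2 without EoM BM replicate 1, 1 without EoM BM replicate 2 and 2 without EoM BM replicate 3, and that of DNA replication 11 without EoH BM replicate 1, 2 without EoH BM replicate 3, 3 without EoH BM replicate 4, 3 without EoM BM replicate 1, 3 without EoM BM replicate 2 and 3 without EoM BM replicate 3. Over all arrays the neutrophil primary granule markers had a change in their mean of 0.316 (95% limits -0.373 and 1.01) at this step and the erythroid list a median of 0.44, which argues against a loss of such cells. Without EoM BM replicate 2, however, these granule markers changed by -0.0238 (-0.756 to 0.709), and those limits hold the -0.49 of mitosis. Ngp, a secondary granule marker, ranged from 14.375 to 14.44 in EoM BM and from 11.37 to 13.31 in EoH BM, while the ranges of Ltf and Camp overlapped. The explanation therefore stays open. From EoH BM to EoH PB the primary granule markers changed by -3.64 (-4.32 to -2.95), more than the -1.65 of mitosis, and the erythroid list by a median of -1.94. These granule markers had a mean of 13.09 in IL5T EoPs, above the eosinophil sorts, and so are not specific to neutrophils here. The fall in cell cycle genes between marrow and blood may therefore come from other marrow cells, from the eosinophils themselves, or from both, although the sort on IL-5Rα and Siglec-F is meant to exclude such cells.

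The change between IL5T and WT mice differed between EoPs and GMPs in 788 probes. Of 100 splits of the arrays, the real one included, 3 gave as many, a share under 0.05, with 828 as the highest other. Between EoPs and CMPs it differed in 835 probes, and 7 of 100 splits gave as many, with 1283 as the highest other. The splits mixed IL5T and WT arrays within both cell types. They ask whether genotype had any effect, not whether its effect was equal, so chance cannot be excluded for either difference. A replicate block lowered the first count to 59, and leaving out 1 array lowered it to 508 without IL5T GMP replicate 5, 521 without WT GMP replicate 2 and 525 without WT EoP replicate 1, and the second to 510 without IL5T CMP replicate 4. Granule genes are among these probes. The change in EoPs minus that in GMPs was -5.81 (adjusted p = 0.00356) in Epx, -5.04 (adjusted p = 0.00784) in Prg3 and -5.13 (adjusted p = 0.0196) in Ear3. Against CMPs it was -4.14 (adjusted p = 0.0394) in Epx and -4.50 (adjusted p = 0.0168) in Prg3. In IL5T EoPs, before the beadchip effect was removed, Epx lay at 14.35, Prg3 at 13.79 and Ear3 at 13.80. The highest deposited value of any probe was 14.77, so a rise of these genes in EoPs may be missed. These genes were not higher in IL5T than in WT EoPs, and their changes in CMPs rest on few arrays: the call of Epx was lost without IL5T CMP replicate 4 (adjusted p = 0.105) or WT CMP replicate 1 (adjusted p = 0.0918), that of Prg3 without IL5T CMP replicate 4 (adjusted p = 0.0548) or WT CMP replicate 1 (adjusted p = 0.0502), in GMPs that of Prg3 without WT GMP replicate 3 (adjusted p = 0.0504) and that of Ear3 without IL5T GMP replicate 4 (adjusted p = 0.0528), WT GMP replicate 1 (adjusted p = 0.126) or WT GMP replicate 3 (adjusted p = 0.0920).

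Named genes were tested for an array far from the others in the groups of 4 or 5 arrays, which are EoH BM, IL5T CMPs and IL5T GMPs. Of 86 pairs of gene and group, 2 held such an array, against 4.3 by chance. Groups of 3 arrays were not tested. Batf3 was 9.97 in EoH BM replicate 3 and 8.72 in the next array, a gap of 0.882 of the group's range. H2-Eb1 was 8.32 in IL5T CMP replicate 4 and 7.00 in the next array, a gap of 0.781 of the range.

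Other splits of the same arrays were counted for each comparison. From EoPs to EoH BM, 1 of 35 splits, the real one, gave as many probes as the real 7388 (highest other 4654). From EoM BM to EoH BM it was 1 of 35 (2040, highest other 1473, with 1238 called without EoM BM replicate 3), and from EoH BM to EoH PB 1 of 35 (1408, highest other 842). For IL5T against WT GMPs it was 1 of 56 (18 probes, highest other 4, with 9 called without WT GMP replicate 3 and 10 without IL5T GMP replicate 4). Each share is under 0.05, but it is the smallest that so few splits can give. No allowance was made for the number of comparisons, and the splits of EoPs and EoH BM also mixed beadchip versions. Chance is therefore made less likely for each comparison taken alone, and is not excluded. For the trajectory probes, 1 of 100 splits, the real one, gave as many (675 rising, highest other 4, and 652 falling, highest other 12). Those splits mixed EoPs with all the eosinophil groups. They exclude only that these populations are all alike, and not chance in a graded change. In CMPs, 3 of 56 splits gave as many probes as the real 167, so chance cannot be excluded. The highest other, with 426, set IL5T CMP replicates 2 and 5 and WT CMP replicate 3 against the other 5 arrays, which mixes runs and genotypes and points to a structure of these arrays besides genotype; within the run that holds both genotypes, limma called 0 probes, with 960 at an unadjusted p under 0.05. The 10 splits of 3 against 3 arrays are too few for EoM BM against EoPs (6980 probes, highest other 6), EoH PB against EoM BM (3608, highest other 103) and IL5T against WT EoPs (1764, highest other 7; lower counts without single arrays are given above).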

How the results depend on the processing

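The settings without IL5T CMP replicate 4, WT CMP replicate 2 and WT GMP replicate 2, each with Ltf, Ngp and Camp more than 2 log2 units above the group median, and with the mean of IL5T and WT EoPs were chosen after seeing the data. The former kept the 9 counts recomputed within 1.5 times. It leaves out no EoP array: WT EoP replicate 2 had the highest Ltf and Camp of the progenitor arrays but missed that limit for Camp; without that array, 1549 probes changed in EoPs. IL5T and WT EoPs differed in 1188 to 2233 probes over the 14 alternatives, each within 1.5 times the 1764 reported. The authors' deposited values and normexp without negative controls kept every summary result. Signal over background limits genes near the floor, and the number of arrays limits the rest. The cause was not tested for any shift below unless named.

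With arrays scaled to a common median, 2336 probes changed from EoM BM to EoH PB, 1167 from EoM BM to EoH BM, 767 from EoH BM to EoH PB and 33 in GMPs, 354 trajectory probes rose and 755 fell, 1504 probes differed between EoPs and GMPs, the share of EoP probes was 63.6%, and the tree had 4 of 5 steps. Quantile normalization within each version gave 252 in CMPs, 41 in GMPs and a share of 60.4%. No beadchip term gave 298 in CMPs, 46 in GMPs and 73.3%. The version effect from CMPs alone gave 7 in GMPs and 61.7%, and from GMPs alone 7 and 61.04%. Within 1 run, with fewer arrays, 2015 probes changed from EoM BM to EoH PB, 787 from EoM BM to EoH BM, 442 from EoH BM to EoH PB, 0 in CMPs (by limma, with 960 at an unadjusted p under 0.05) and 7 in GMPs. Array weights gave 44 in GMPs. The share was 70.0% over probes detected on at least 3 arrays, 69.5% with 1 probe per gene and 64.0% against the mean of IL5T and WT EoPs.

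With replicate number as a block, 3673 probes changed from EoPs to EoH BM, 4080 from EoPs to EoM BM, 10 in CMPs and 5 in GMPs, 386 trajectory probes rose and 414 fell, 59 and 89 probes differed from GMPs and CMPs, and the share was 47.7%. The numbers do not pair the arrays: over 112 pairs of arrays with 1 number the median correlation of deviations was 0.0215. Array run as a random block moved nothing, since group and version already hold it. A minimum log2 fold change of 1 left 363 rising and 354 falling trajectory probes, and TREAT 231 and 222. The tree had 4 of 5 steps with all probes. An estimated correlation left 45 of 129 list shifts.

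Leaving out 1 array gave 6839 to 7486 probes from EoPs to EoH BM, 6496 to 6951 from EoPs to EoM BM, 2918 to 3552 from EoM BM to EoH PB, 1238 to 2337 from EoM BM to EoH BM (lowest without EoM BM replicate 3), 1090 to 1481 from EoH BM to EoH PB, 1113 to 1693 in EoPs (lowest without WT EoP replicate 1, and 1175 without WT EoP replicate 3), 114 to 246 in CMPs and 9 to 21 in GMPs (lowest without WT GMP replicate 3, and 10 without IL5T GMP replicate 4). It gave 568 to 724 rising and 549 to 677 falling trajectory probes, 508 to 799 and 510 to 908 probes for the differences of EoPs from GMPs and CMPs (lowest without IL5T GMP replicate 5 and IL5T CMP replicate 4), a share of 63.6 to 69.5%, 4 to 5 tree steps (4 without IL5T EoP replicate 3), 5 to 6 populations in a cluster of their own (5 without EoM BM replicate 2) and 119 to 133 list shifts. Of 195 values of named genes, none reversed in a setting that kept the probe. The calls or their absence held in 180 without a beadchip term, 175 with the replicate block, at least 186 in the other settings and 170 with the genes' other probes, and in 103 of 131 within 1 run.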

Differences from the paper's values

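Thresholds were those the paper states, an adjusted p under 0.05 and, for trajectory genes, a log2 fold change above 0.5. The paper also compared these arrays with published ones of another WT strain, not analysed here. It does not state whether those entered its model, and no alternative holds them. Over 929 probes at hand, its log2 fold changes in EoPs lay within 4.52e-06 of a fit on the deposited values. In CMPs and GMPs they differed by up to 0.898. The paper reports 325 probes for IL5T against WT EoPs, and 1764 were called here. None of the 14 alternatives set before the data were examined brings the values within 1.5 times of each other. Among them, array run as a random block could not move the count. For CMPs the paper reports 51 probes against 167 here, again with none of the alternatives within 1.5 times. For GMPs the paper reports 11 against 18 here, and normexp without negative controls (14) and 1 probe per gene (13) come within 1.5 times, while the other alternatives do not.

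The paper reports 353 rising trajectory probes against 675 here. Scaling to a common median (354), 1 probe per gene (491), the replicate block (386) and a log2 fold change above 1 (363) come within 1.5 times, and the other alternatives do not. For falling probes the paper reports 290 against 652 here, and the replicate block (414), a log2 fold change above 1 (354) and TREAT (222) come within 1.5 times, the others not. As genes, the paper reports 330 rising against 540 here, within 1.5 times with scaling (289), quantile normalization within each version (495), 1 probe per gene (491), the version effect from CMPs alone (482) or GMPs alone (476), the replicate block (319) and a log2 fold change above 1 (286). It reports 271 falling genes against 535 here, within 1.5 times with the replicate block (340), a log2 fold change above 1 (294) and TREAT (188). The paper's Table S2 holds 289 falling probes.

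The paper ties 33% of the IL-5 responsive EoP probes to maturation, and 66.6% were also changed from EoPs to EoM BM here. The paper's grouping also draws on eosinophils that were not analysed here, so the 2 measures are not built alike, and of the alternatives only the replicate block (47.7%) comes within 1.5 times. Of the 325 probes of the paper's Table S3, 322 were also called here and 325 had the same sign. Of the 106 that the table places in maturation, 72 changed from EoPs to EoM BM here, as did 133 of the 189 that it places in EoPs alone.

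The paper places the highest Epx transcription in EoPs. Here the mean log2 value of Epx was 12.99 ± 0.04 in EoPs and 14.31 ± 0.12 in EoM BM (SD, n = 3 each) after correction, with no call between them. The order is the paper's, without a call, with no beadchip term and with the version effect from GMP arrays alone. The paper lists Foxo1 among transcription factors that rise along the trajectory. The Foxo1 probe of highest mean did not rise from EoM BM to EoH PB here, with -0.01 (adjusted p = 0.995), and another Foxo1 probe did, with 1.34 (adjusted p = 3.22e-04). It also lists Arnt and Zfp282, which changed by 0.26 (adjusted p = 0.712) and -0.28 (adjusted p = 0.281) from EoM BM to EoH PB here. Another probe of Arnt rose at that step by 0.95 (adjusted p = 0.0231), and another of Zfp282 from EoPs to EoH BM by 1.46 (adjusted p = 0.0148). Hic1, Hoxc9 and Crtc1 rose at both steps here as in the paper, and for Zfp689 no probe is named here.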

Other observations

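The 3 tests of explanations below were written before the results they measure were seen, then set aside, and taken up again when their outcomes were roughly known. More probes changed between IL5T and WT mice in EoPs than in CMPs or GMPs. Within the run that holds all 3 cell types, the EoP count with 1 IL5T array left out was 1011 at the lowest and 1252 at the highest, against 0 in CMPs (by limma, with 960 at an unadjusted p under 0.05) and 7 in GMPs, so uneven array numbers and versions do not account for the difference. The IL5T CMP array whose array name says GMP lay at -0.175 on a scale from the other IL5T CMPs of its run (0) to the IL5T GMPs (1), with a spread of 0.108, which excludes GMP RNA as its content.

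Il5 was higher in EoH BM than in EoPs by 2.95 (adjusted p = 5.95e-05) and in EoH PB than in EoM BM by 1.56 (adjusted p = 0.0119), and the latter call was lost without IL5T EoH PB replicate 2 (adjusted p = 0.104), IL5T EoM BM replicate 2 (adjusted p = 0.117) or IL5T EoM BM replicate 3 (adjusted p = 0.0664). The paper states that the transgene is expressed by T cells under the CD2 promoter. From EoM BM to EoH PB, the 5 detected of 12 T cell markers had a median change of 2.20, 3 of them up and 1 down, over a range from -2.44 to 4.43. T cell RNA in the sorted eosinophils is therefore a candidate source of Il5. Cd3e ranged from 4.68 to 5.16 in EoM BM and from 7.68 to 8.38 in EoH PB, while Cd3g went the other way, from 9.91 to 10.36 in EoM BM to 7.17 to 8.07 in EoH PB. The sort on IL-5Rα and Siglec-F is meant to exclude T cells.

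Ribosome biogenesis genes fell from EoPs to EoM BM and were partly higher again in later cells. In EoH PB, 9 of 26 measured genes rose and none fell (10 and 0 adjusted over the list alone) against EoM BM (camera adjusted p = 0.00107, and 0.0830 with an estimated correlation). In IL5T against WT EoPs, 6 of 26 measured genes rose and none fell (7 and 0 adjusted over the list alone) (camera adjusted p = 3.19e-05, and 0.0386 with an estimated correlation). The latter was lost without IL5T EoP replicate 1 (adjusted p = 0.114), WT EoP replicate 1 (adjusted p = 0.0607) or WT EoP replicate 3 (adjusted p = 0.0513), and the number that rose was 3 without WT EoP replicate 1. Of DNA replication, 7 of 34 measured genes rose and none fell (12 and 0 adjusted over the list alone) in IL5T against WT EoPs, and of mitosis 6 of 38 measured genes rose and none fell (8 and 0 adjusted over the list alone), and neither list held with an estimated correlation (adjusted p = 0.302 and 0.345). With 1 array left out, 4 without IL5T EoP replicate 3 and 4 without WT EoP replicate 1 rose for DNA replication, and 1 without IL5T EoP replicate 2, 2 without IL5T EoP replicate 3, 3 without WT EoP replicate 1 and 2 without WT EoP replicate 3 for mitosis.

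Immediate early genes moved with EoH BM: 7 of 19 measured genes rose and none fell (7 and 0 adjusted over the list alone) against EoPs (camera adjusted p = 0.0347, and 0.536 with an estimated correlation). The camera call was lost without EoH BM replicate 2 (adjusted p = 0.0774) or IL5T EoP replicate 2 (adjusted p = 0.0992). Of B cell markers, 5 of 7 measured genes rose and none fell (5 and 0 adjusted over the list alone) in the same comparison (camera adjusted p = 0.00213, and 0.190 with an estimated correlation). Genes of lipid mediator synthesis passed the set test in none of the 8 comparisons, and those of glycolysis in CMPs alone (camera adjusted p = 0.0498, and 0.416 with an estimated correlation), a call lost without IL5T CMP replicate 1 (adjusted p = 0.0666), IL5T CMP replicate 3 (adjusted p = 0.0757), IL5T CMP replicate 4 (adjusted p = 0.103), WT CMP replicate 1 (adjusted p = 0.206) or WT CMP replicate 3 (adjusted p = 0.282).

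Of 4 measured sex-linked genes, 1 fell from EoPs to EoM BM and none rose (1 and 0 adjusted over the list alone; camera adjusted p = 0.345). The Y-linked Eif2s3y was lower in EoM BM (adjusted p = 8.71e-08 from limma). Kdm5d did not pass (adjusted p = 0.0815), nor did Xist, with a change of 0.85 (adjusted p = 0.868). Eif2s3y and Kdm5d were undetected on all 10 eosinophil arrays and detected on all 3 IL5T EoP arrays and all 5 arrays each of IL5T CMPs and GMPs, which lie on both versions.

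The paper's Table S1 was at hand only in part, 929 of 24159 probes. For the 4 comparisons within 1 run, the paper's log2 fold changes had a correlation of 1 over probes with those fitted here on the deposited values. For the comparisons that cross runs it was 0.970 from EoPs to EoH BM, 0.965 from EoPs to EoM BM, 0.780 in CMPs and 0.701 in GMPs. The paper's unadjusted p was under 0.05 for 76 of these probes in EoPs, 25 in CMPs and 14 in GMPs, and that of the fit here for 174, 58 and 49. Probes are not independent replicates.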
